# An intronic enhancer of *Cebpa* regulates adipocyte differentiation and adipose tissue development via long‐range loop formation

**DOI:** 10.1111/cpr.13552

**Published:** 2023-10-31

**Authors:** Xiaokai Li, Sha Zeng, Li Chen, Yu Zhang, Xuemin Li, Biwei Zhang, Duo Su, Qinjiao Du, Jiaman Zhang, Haoming Wang, Zhining Zhong, Jinwei Zhang, Penghao Li, Anan Jiang, Keren Long, Mingzhou Li, Liangpeng Ge

## Abstract

*Cebpa* is a master transcription factor gene for adipogenesis. However, the mechanisms of enhancer–promoter chromatin interactions controlling *Cebpa* transcriptional regulation during adipogenic differentiation remain largely unknown. To reveal how the three‐dimensional structure of *Cebpa* changes during adipogenesis, we generated high‐resolution chromatin interactions of *Cebpa* in 3T3‐L1 preadipocytes and 3T3‐L1 adipocytes using circularized chromosome conformation capture sequencing (4C‐seq). We revealed dramatic changes in chromatin interactions and chromatin status at interaction sites during adipogenic differentiation. Based on this, we identified five active enhancers of *Cebpa* in 3T3‐L1 adipocytes through epigenomic data and luciferase reporter assays. Next, epigenetic repression of Cebpa‐L1‐AD‐En2 or ‐En3 by the dCas9‐KRAB system significantly down‐regulated *Cebpa* expression and inhibited adipocyte differentiation. Furthermore, experimental depletion of cohesin decreased the interaction intensity between Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter and down‐regulated *Cebpa* expression, indicating that long‐range chromatin loop formation was mediated by cohesin. Two transcription factors, RXRA and PPARG, synergistically regulate the activity of Cebpa‐L1‐AD‐En2. To test whether Cebpa‐L1‐AD‐En2 plays a role in adipose tissue development, we injected dCas9‐KRAB‐En2 lentivirus into the inguinal white adipose tissue (iWAT) of mice to suppress the activity of Cebpa‐L1‐AD‐En2. Repression of Cebpa‐L1‐AD‐En2 significantly decreased *Cebpa* expression and adipocyte size, altered iWAT transcriptome, and affected iWAT development. We identified functional enhancers regulating *Cebpa* expression and clarified the crucial roles of Cebpa‐L1‐AD‐En2 and *Cebpa* promoter interaction in adipocyte differentiation and adipose tissue development.

## 1 INTRODUCTION

Adipose tissue is a necessary energy storage and endocrine organ,^1^, ^2^ mainly comprising adipocytes. Adipocytes arise from mesenchymal stem cells via a cascade of events that involve adipocyte lineage commitment, proliferation, and differentiation.^3^, ^4^ The terminal differentiation of adipocytes is marked by distinct transcriptional changes, lipid droplet formation, and expression of adipogenic marker genes. This process is mainly regulated by CCAAT/enhancer binding protein alpha (CEBPA) and peroxisome proliferator‐activated receptor gamma (PPARG). CEBPA is a critical transcription factor (TF) in the second transcriptional wave of preadipocyte differentiation.^5^, ^6^, ^7^ CEBPA and PPARG cross‐regulate each other through positive feedback loops and transactivate downstream target genes, such as fatty acid‐binding protein 4 (*Fabp4*), adiponectin (*Adipoq*), lipoprotein lipase (*Lpl*), and solute carrier family 2 member 4 (*Slc2a4*, also known as *Glut4*).^8^, ^9^, ^10^, ^11^ CEBPA drives the terminal differentiation program of adipocytes and affects adipose tissue development. Studies show that CEBPA can efficiently promote the adipogenic program in various mouse fibroblastic cells and induce differentiation into mature adipocytes.^12^ *Cebpa* knockdown blocks the differentiation of 3T3‐L1 preadipocytes and prevents the accumulation of lipids.^13^, ^14^ Animal experiments show that *Cebpa* knockout mice die within 8 h of birth, and the adipocytes of these mice fail to accumulate lipids.^15^ Transgenic *Cebpa* ^−/−^ mice with liver‐specific expression of CEBPA at 7 days of age show an absence of white adipose tissue (WAT).^16^ Additionally, some studies have shown that genetic variation of *Cebpa* is associated with metabolic syndrome.^17^, ^18^, ^19^ These studies suggest that *Cebpa* plays an important role in adipocyte differentiation, adipose tissue development, and obesity‐related metabolic disease.

Mammalian genomes are non‐randomly folded in three‐dimensional (3D) nuclear space.^20^, ^21^ The 3D organization of the genome is complex and dynamic, and plays an essential role in regulating gene expression and cellular function.^22^, ^23^ It promotes or restricts chromatin interactions between enhancers and promoters to control gene regulation. Enhancers are important *cis*‐regulatory elements (CREs) that are scattered across the mammalian genome and frequently located in intergenic and intronic regions, but also in exonic regions.^24^, ^25^ Enhancers recruit cell type‐specific TFs in a sequence‐specific manner and have pivotal roles in the regulation of gene expression. Active enhancers are commonly marked by histone H3 lysine 27 acetylation (H3K27ac) and histone H3 lysine 4 monomethylation (H3K4me1) modifications, and typically feature p300 histone acetyltransferase binding and high chromatin accessibility.^26^, ^27^, ^28^, ^29^, ^30^ In vivo, distal enhancers located several kilobases (kb) or even megabases (Mb) away from their target genes are brought into proximity with their promoters through chromatin looping, which can be facilitated by architectural proteins, such as the cohesin complex (SMC1, SMC3, and RAD21), CCCTC binding factor (CTCF), and mediator complexes.^31^, ^32^, ^33^, ^34^ Interestingly, chromatin loops can regulate gene expression in a spatiotemporal and cell‐type‐specific manner, and represent a major mechanism of gene expression regulation. However, a detailed understanding of how chromatin loops regulate adipogenic gene expression is lacking.

Although many adipogenesis‐related enhancers have been identified by functional genomics,^35^, ^36^, ^37^, ^38^ the impact of enhancers on adipogenic gene expression and adipogenic differentiation is less well characterized. Since the discovery of the first enhancer to now,^39^ very little research has focused on enhancer‐mediated regulation of adipogenic gene expression. The first functional enhancer with specificity for adipose cells was identified in 1990, is located 5.4‐kb upstream of *Fabp4*, and is the primary determinant of expression of this gene in adipocytes in vivo.^40^ Direct binding to a distal enhancer is necessary for the transcriptional activation of human *Adipoq* by CEBPA.^41^ The 10‐kb enhancer upstream of the *Pparg2* locus forms a chromatin loop with the *Pparg2* promoter, binding the CEBPA and PRMT5 proteins to regulate *Pparg2* expression during adipogenic differentiation.^42^ Additionally, other studies have shown that silencing the BRD4‐occupied distal enhancer elements at the *Pparg* locus by CRISPR interference (CRISPRi) reduces *Pparg* gene expression and adipogenesis.^43^ These studies suggest that adipogenesis‐related enhancers play important roles in adipogenic gene expression and adipogenesis. CEBPA is a crucial TF that activates the expression of many adipocyte‐specific genes and is essential for adipocyte differentiation and adipose tissue development. Unravelling the transcriptional regulation of *Cebpa*, including its functional enhancers and the mechanisms by which they regulate *Cebpa* expression during adipocyte differentiation, will yield important insights into adipogenesis.

In this study, we employed circularized chromosome conformation capture sequencing (4C‐seq) to characterize dynamic 3D chromatin interactions of *Cebpa* during adipogenic differentiation. We identified the active enhancers of *Cebpa* in 3T3‐L1 adipocytes and functionally investigated their regulation of *Cebpa* expression and adipocyte differentiation. Transcriptome analysis showed that repression of one such enhancer, Cebpa‐L1‐AD‐En2, altered the adipocyte transcriptome and affected the adipogenic differentiation pathway. We demonstrated that the chromatin interaction between Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter was regulated by cohesin. Furthermore, we found that RXRA and PPARG synergistically participate in Cebpa‐L1‐AD‐En2 activity. In vivo lentiviral injection into inguinal WAT (iWAT) showed that Cebpa‐L1‐AD‐En2 was important for *Cebpa* expression, adipocyte differentiation, and adipose tissue development. These findings will improve our understanding of enhancer function in adipogenesis. Additionally, understanding the molecular determinants of *Cebpa* expression and adipocyte differentiation may provide insights into the pathogenesis of metabolic diseases related to adipose tissue dysfunction.

## 2 MATERIALS AND METHODS

### 2.1 Ethics statement

All animal experiments were conducted according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in March 2017) and approved by the Animal Ethical and Welfare Committee (AEWC) of Sichuan Agricultural University under permit No. DKY‐B2019102012.

### 2.2 Cell culture and adipocyte differentiation

Mouse embryo preadipocyte 3T3‐L1 cell line and human embryonic kidney (H293T) cell line were obtained from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). 3T3‐L1 and H293T cells were grown in Dulbecco's modified Eagle's medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin–streptomycin (Invitrogen) at 37°C in 5% CO_2_. Adipocyte differentiation of 3T3‐L1 cells was performed according to a standard adipogenic MDI cocktail (MDI: IBMX, dexamethasone, and insulin).^44^, ^45^ Briefly, 3T3‐L1 cells were seeded in 6‐well plates or T75 flasks. After reaching confluence, the cells were cultured for 48 h. Then, the cells were incubated in DMEM supplemented with an MDI cocktail (2 μg/mL of dexamethasone, 0.5 mM IBMX, and 10 μg/mL of insulin) and 10% FBS for 48 h. The medium with DMEM containing 10 μg/mL insulin and 10% FBS was changed every 2 days until the cells exhibited an adipocyte phenotype at Day 7 post‐induction. The differentiation efficiency of adipocytes was calculated as the ratio of cells stained with BODIPY 493/503 (differentiated cells) to the total number of cells stained with 4′,6‐diamidino‐2‐phenylindole (DAPI).

### 2.3 Oil red O staining

Oil red O powder (Sigma‐Aldrich) was dissolved in isopropanol. The stock solution was then diluted to 0.3% Oil red O solution with distilled H_2_O. Differentiated 3T3‐L1 cells were washed with phosphate‐buffered saline (PBS) and fixed in 4% formaldehyde at room temperature (RT) for 1 h. After fixation, cells were washed twice with purified water, then stained with Oil Red O solution for 1 h. Oil red O solution was removed, and the cells were washed with purified water. Stained cells were visualized by light microscopy, and the images were photographed using a microscope (Olympus, Tokyo, Japan). Six stained areas per well were randomly selected for the photograph.

### 2.4 RNA extraction, cDNA synthesis and reverse transcription and quantitative real‐time PCR

Total RNA was extracted with TRIzol reagent (Invitrogen) according to the manufacturer's protocols. The RNA (1 μg) was reverse‐transcribed into cDNA using the HiScript III RT SuperMix (Vazyme, China). The diluted cDNA was used as the template for quantitative real‐time PCR (qRT‐PCR). qRT‐PCR amplification was performed on the CFX Connect™ Real‐Time System (Bio‐Rad, USA) using the ChamQ Universal SYBR qPCR Master Mix (Vazyme, China). The reaction conditions were 95°C for 5 min, followed by 40 cycles at 95°C for 10 s and 60°C for 30 s. After PCR amplification, a melting curve was obtained: 95°C for 15 s, 60°C for 1 min, followed by 95°C for 15 s to verify primer specificity. Relative expression of genes was calculated using the 2^−ΔΔCt^ method^46^ after normalization to mRNA expression of the housekeeping gene *β*‐*actin*. All experiments were performed at least in triplicate. The qRT‐PCR primer sequences are summarized in Table S1.

### 2.5 4C‐seq library preparation and sequencing

4C‐seq was performed as described previously with some modifications.^47^, ^48^ For cultured cells, 1 × 10^7^ cells were crosslinked with fresh 2% formaldehyde for 10 min at RT. For adipose tissue, 1 g of frozen adipose tissue was crushed into powder using a mortar and pestle pre‐chilled in liquid nitrogen, and the powder was suspended in PBS and fixed with fresh 2% formaldehyde for 30 min at RT. Crosslinking was quenched with glycine to a final concentration of 0.13 M. Crosslinked cells were lysed for 15 min on ice in 10 mM Tris–HCl pH 8.0, 10 mM NaCl, and 0.2% NP‐40 supplemented with protease inhibitor. Nuclei were isolated by centrifugation and by removing the supernatant. The crosslinked chromatin was digested using primary restriction enzyme Dpn*II* (New England Biolabs) and religated by T4 DNA ligase (New England Biolabs) with rotation overnight at 16°C. After the reversal of crosslinking and RNA removal, DNA was extracted by phenol/chloroform and purified by ethanol precipitation. Purified DNA was digested using secondary restriction enzyme Nla*III* (New England Biolabs) and religated by T4 DNA ligase (New England Biolabs) overnight at 16°C. DNA was extracted by phenol/chloroform and purified using a QIAquick PCR cleanup kit. The DNA product served as the template for 4C PCR, and PCR was performed with a total amount of input of 3.2 μg and separated into 16 reactions. A two‐step PCR strategy was used to construct 4C‐seq sequencing library. PCR products were pooled and then run on 2% agarose gel. Smears from 200 to 800 bp were excised on the gel, and unwanted PCR product bands were removed. The 4C‐seq libraries were sequenced on an Illumina NovaSeq 6000 platform (Illumina) with 150‐bp paired‐end reads. The PCR primer sequences used in 4C‐seq are listed in Table S2.

### 2.6 Data analysis of 4C‐seq

Sequencing reads were demultiplexed, trimmed, and aligned using the pipe4C pipeline.^47^ 4C‐seq data analysis was performed using the pipe4C and r3Cseq package.^49^ In short, sequencing reads were demultiplexed based on the reading primer sequence of the viewpoint (first 20 nt of the sequence read). The reading primer sequences (not including the GATC Dpn*II* site) were trimmed from sequencing reads. The trimmed reads were mapped to the mouse (mm10) with bowtie2 (v2.2.5). The reads mapped to sequences containing the 4C primary restriction enzyme sites (Dpn*II*) and secondary restriction enzyme sites (Nla*III*) were termed 4C fragment‐ends (Frag‐ends). Non‐unique frag‐ends are discarded for posterior analysis. The generated SAM files were converted to BAM files, indexed, and sorted with Samtool (v1.11). Interaction regions of genome‐wide 2 kb‐window were identified using the r3Cseq by count and normalization of mapped reads, which was used to perform statistical analysis. Interaction sites with *q*‐value ≤ 0.05 were identified as significant interaction sites (SISs). 4C interaction profiles within ±200 kb of viewpoint were plotted by r3Cseq. The differential analysis of the interaction sites was performed using DESeq2 (v1.36.0) with the ‘ashr’ algorithm.^50^, ^51^ In addition, we also mapped 4C interaction profiles using pipe4C. The frag‐end with the highest coverage was removed from the dataset in the normalization process, and data were read‐depth normalized to 1 million aligned intra‐chromosomal reads. 4C‐seq coverage profile was obtained using “running means”, that is, coverage averages of 21 consecutive 4C frag‐ends.

### 2.7 Chromatin immunoprecipitation sequencing, DNAse I hypersensitivity sequencing, transposase‐accessible chromatin using sequencing, and global run‐on sequencing data processing and analysis

Publicly available chromatin immunoprecipitation sequencing (ChIP‐seq), DNAse I hypersensitivity sequencing (DHS‐seq), transposase‐accessible chromatin using sequencing (ATAC‐seq), and global run‐on sequencing (GRO‐seq) data were downloaded from the EBI ENA database (https://www.ebi.ac.uk/ena/browser/home). ChIP‐seq, DHS‐seq, and ATAC‐seq datasets were mapped to the mouse reference genome (mm10) with bowtie2 (v2.4.2) default parameters.^52^ PCR duplicates were removed with Samtool (v1.11) or Picard tools (v1.124) for further data analysis. Peak calling was carried out by MACS2 (v2.2.7.1) with a *q*‐value cut‐off of 0.05 as the threshold. Bigwig files were generated by the bedGraphToBigWig tool (v4) and used as input for the tracks in the figures. IGV (v2.10.0) was used for visualization purposes with bigwig files.

Analysis of the GRO‐seq data was carried out as previously described, with a few modifications.^53^, ^54^ Briefly, low‐quality bases, tailing polyA, and adapter sequences were trimmed using Cutadapt (v3.3). GRO‐seq reads were mapped to the mouse reference genome (mm10) using Bowtie (v1.0.0) with parameters ‘‐n 2 ‐l 32’. Uniquely mapped reads were used for downstream analysis. BedGraph files were generated using HOMER (v4.11) and converted into bigwig format using the bedGraphToBigWig tool (v4), and then bigwig files were visualized using IGV (v2.10.0). Detailed information on these data is provided in Table S3.

### 2.8 Identification of active enhancers of *Cebpa* gene

We set stringent criteria to identify active enhancers of *Cebpa*. First, we identified putative active enhancers of *Cebpa*. Genomic regions had obvious chromatin interaction with the *Cebpa* promoter and overlapped with H3K27ac, H3K4me1, and DHS‐seq peaks and at least ±1000 bp away from the TSS of known genes. These regions were defined as putative active enhancers of *Cebpa*. Second, we evaluated the activity of putative active enhancers using the dual luciferase reporter assay system. In brief, putative active enhancer regions (600–1300 bp) were PCR amplified using genomic DNA of 3T3‐L1 and cloned into SV40 promoter‐driven pGL3‐promoter luciferase reporter vector (Promega). On the third day after the induction of differentiation, differentiated 3T3‐L1 in 96‐well plates were transfected with pGL3–promoter–enhancer vector and Renilla luciferase vector using Lipofectamine 3000 (Invitrogen) according to the protocol provided by the manufacturer. The Renilla luciferase vector was co‐transfected as a control for normalizing luciferase activity. After 48 h of transfection, the reporter activity was measured by the Dual‐Glo luciferase assay kit (Promega, no. E2920) on a GloMax 96 microplate luminometer (Promega) according to the manufacturer's instructions. The genomic coordinates of putative active enhancers and the PCR primers of constructed pGL3–promoter–enhancer vectors are shown in Table S4.

### 2.9 Evolutionary conservation analysis of active enhancers

The sequence conservation of active enhancers was assessed using the phastCons method in the UCSC genome browser (http://genome-asia.ucsc.edu/). The conserved elements were analysed in 60 vertebrates. Each element is assigned a logarithm of the odds (LOD) scores equal to its log probability under the conserved model minus its log probability under the non‐conserved model. The ‘score’ contains transformed log‐odds scores, taking values between 0 and 1000. The raw log‐odds scores are retained in the ‘name.’ Elements conservation is measured as the LOD score of phastCons elements.

### 2.10 Single‐guide RNAs design and plasmid construction

The single‐guide RNAs (sgRNAs) were designed using CRISPOR (http://crispor.tefor.net/),^55^ CRISPR‐ERA (http://crispr-era.stanford.edu/),^56^ and CHOPCHOP (http://chopchop.cbu.uib.no/).^57^ All sgRNAs were examined for genome‐wide sequence specificity using CRISPR Finder (https://wge.stemcell.sanger.ac.uk/)^58^ and Cas‐OFFinder (http://www.rgenome.net/cas-offinder/).^59^ sgRNA target sites were selected for minimal predicted off‐target activity and maximal on‐target activity according to established algorithms. If the designed sgRNA sequence does not start with a ‘G’, a single ‘G’ nucleotide must be prepended to allow efficient transcription for the U6 promoter. Synthesized oligonucleotides were annealed and cloned into the BsmB*I*‐v2 restriction sites of pLV‐hU6‐sgRNA‐hUbC‐dCas9‐KRAB‐T2a‐Puro vector (Addgene, no. 71236) using DNA Ligation Kit (Takara, Japan). The sequences of all sgRNAs are listed in Table S5.

### 2.11 Lentivirus production, transduction and CRISPRi mediated repression of enhancers

H293T cells were cultured in T175 flask to produce lentivirus. When reached about 70% confluence, cells were co‐transfected simultaneously with 48 μg the pLV‐hU6‐sgRNA‐hUbC‐dCas9‐KRAB‐T2A‐Puro lentiviral expression plasmid (Addgene, no. 71236), 35 μg the second‐generation packaging plasmid psPAX2 (Addgene, no. 12260), and 12 μg envelope plasmid pVSV‐G (Addgene, 138479) using calcium phosphate cell transfection kit (Beyotime, C0508). After transfection 6–12 h, the medium was changed to fresh medium. Lentivirus‐containing supernatants were collected respectively at 24, 48, and 72 h post‐transfection and filtered by Millex‐HV 0.45 μm PVDF filters (Millipore, no. SLHV033RB). The viruses were further concentrated with 100 kDa Amicon Ultra‐15 centrifugal filter units (Amicon, no. UFC910008), and the titre was determined using a colloidal gold kit (Biodragon, Beijing, China). Concentrated viruses were stored at −80°C.

The 3T3‐L1 cells were plated in 12‐well plates overnight. When confluence reaches about 50%–60%, cells were infected with 1 mL lentiviruses medium containing dCas9‐KRAB‐En2‐sgRNAs (experimental group) or dCas9‐KRAB (control group) at the multiplicity of infection of 100 for 12 h. The medium was then replaced after 24 h post‐infection. At 48 h post‐infection, cells were selected with 2 μg/mL puromycin (Sigma). Untreated 3T3‐L1 and 3T3‐L1 stably expressing dCas9‐KRAB‐sgRNA or dCas9‐KRAB cells were induced to adipogenic differentiation using a standard MDI cocktail. dCas9‐KRAB system expressed in 3T3‐L1 cells was examined by qRT‐PCR.

### 2.12 Immunofluorescence staining and BODIPY 493/503 staining

Cells were fixed in 4% paraformaldehyde for 10 min. Cells were washed three times with PBS and permeabilized by treatment with 0.25% Triton X‐100 for 10 min. Cells were washed three times with PBS and blocked in 10% goat serum (Solarbio, SL038) for 40 min at RT. Cells were incubated with CEBPA antibody (Boster Biological Technology, A00386‐1) overnight at 4°C. Then, cells were washed three times with PBS and incubated with TRITC Conjugated AffiniPure Goat Anti‐rabbit IgG (H + L) secondary antibody (Boster Biological Technology, BA1090) at RT protected from light for 1 h. Finally, the nuclei were stained with DAPI staining solution (Beyotime, C1006) for 3 min at RT. To stain lipid droplets, 5 μM BODIPY 493/503 (Invitrogen, D3922) was applied to fixed cells for 20 min in the dark. Cells were washed three times with PBS and photographed with Zeiss Axio Observer 7 inverted fluorescent microscope.

### 2.13 RNA‐seq: Library preparation, sequencing, and data analysis

Total RNA was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB). mRNA was purified from total RNA using poly‐T oligo‐attached magnetic beads. The library preparations were sequenced on the DNBSEQ‐T7 platform, and 150 bp paired‐end reads were generated. Sequence reads were aligned to the mouse reference genome (GRCm38/mm10) by HISAT2 (v2.2.1) and quantified by featureCounts from the Rsubread package (v2.8.1). Gene expression levels for each sample were calculated as transcripts per million values. Differentially expressed genes (DEGs) were identified using DESeq2 (v1.36.0). Functional enrichment analysis was performed using Metascape (a gene annotation & analysis resource, http://metascape.org/). GO/KEGG terms with *p*‐values ≤ 0.05 were considered significantly enriched. Gene set enrichment analysis (GSEA) was performed using GSEA version 4.2.3 software (https://www.gsea-msigdb.org/gsea/index.jsp) with MSigDBv7.5.1.

### 2.14 Small interfering RNA

Small interfering RNA (siRNA) duplexes were designed and synthesized by Sangon Biotechnology (Shanghai, China). siRNA oligos and negative control siRNA were transfected at a final concentration of 50 nM into 3T3‐L1 or 3T3‐L1 cells differentiated for 5 days using Lipofectamine 3000 (Invitrogen, L3000015) according to the manufacturer's protocol. Cells were harvested 48 h after transfection. The siRNA sequences are listed in Table S6.

### 2.15 Chromosome conformation capture assay

Quantitative analysis of chromosome conformation capture assays (3C‐qPCR) experiments were completed as described previously with minor modifications.^60^, ^61^ Briefly, 1 × 10^6^–1 × 10^7^ cells were crosslinked with 2% formaldehyde, while tumbling for 10 min at RT and quenched with a final concentration of 0.125 mM glycine for 15 ~ 20 min. Each aliquot of cells was lysed with 1 mL 1 × cold lysis buffer (50 mM Tris–HCl pH 8.0, 150 mM NaCl, 1% TritonX‐100, and 0.5% NP‐40 supplemented with protease inhibitor) for 10–15 min on ice. Nuclei were isolated by centrifugation and by removing the supernatant. Cell nuclei were pelleted, washed twice with 500 μL ice cold 1.2 × NEBuffer2.1 (New England Biolabs), and then re‐suspended in 500 μL ice cold 1.2 × NEBuffer2.1 with 0.3% sodium dodecyl sulfate (SDS) and incubated for 1 h at 37°C, followed by adding 2% Triton X‐100 and incubated for another 1 h to sequester the SDS. Each sample was digested overnight with 800 U of Hind*III* at 37°C. To stop the restriction digestion, 1.6% SDS (final concentration) was added, and samples were incubated at 65°C for 20–30 min. Ligation was performed overnight at 16°C in 50 mL tubes containing 6.125 mL 1.15 × T4 DNA Ligase Reaction Buffer (New England Biolabs), 1% Triton‐X 100 (final concentration), 1 mM ATP (final concentration), 1600 U T4 DNA ligase (final concentration). The crosslinks were reversed with Proteinase K (Sigma Aldrich) at 65°C overnight. 3C samples were then purified using phenol‐chloroform extraction. Purified DNA samples were used to perform qPCR with 250 ng DNA templates per 10 μL of qPCR reaction. Relative crosslinking frequency of the same site between different 3C samples was calculated using the value method^62^ and normalized to the values of the control *Ercc3* locus.^60^, ^63^, ^64^ Each qPCR reaction was performed in triplicate, and the data presented were the average of three independent experimental results for all PCR reactions. The Hind*III* digestion sites and 3C‐qPCR primer of the *Ercc3* locus are shown in Figure S4B. The primers of 3C‐qPCR are summarized in Table S7.

### 2.16 DNA pulldown assay and mass spectrometry

The enhancer region was amplified by PCR using primers having 5′‐desthio biotin modification, which was synthesized by Sangon Biotechnology (Shanghai, China). PCR products were gel‐purified using the QIAquick gel extraction kit (Qiagen). The concentration of the DNA was determined with Nanodrop 2000 spectrophotometer (Thermo Scientific). Differentiated 3T3‐L1 cells were cultured in T75 flasks and divided into the experimental and control groups, with each group having two replicates. The group containing biotin‐labelled DNA was the experimental group, and the group containing magnetic beads without DNA probe was the control group. The DNA pulldown assay was performed with a DNA pulldown kit (Catalogue Bes5004) according to the manufacturer's protocol (BersinBio, China). Briefly, the nuclear protein was extracted from differentiated 3T3‐L1 cells for Day 7. Streptavidin magnetic beads and desthio biotin‐labelled enhancer were incubated for 30 min at RT. Then, nuclear protein and DNA‐beads were incubated for 1 h with gentle agitation at 4°C to form DNA–protein‐beads complexes. The pulled‐down complex was washed four times with 800 μL ice‐cold binding buffer and eluted in 60 μL protein elution buffer for 2 h at 37°C. The pulled‐down proteins were analysed with a Q Exactive HF mass spectrometer (Thermo Fisher Scientific) coupled with an UltiMate 3000 RSLCnano UPLC system (Dionex). Mass spectrometry data were searched using MaxQuant (V2.1.2.0) and the Andromeda search engine against the UniProt mouse database (January 2022).

### 2.17 Transcription factor motif enrichment analysis

The enhancer sequence was downloaded from the NCBI database (https://www.ncbi.nlm.nih.gov/). Transcription factor‐binding site was predicted using the AnimalTFDB 3.0 (http://bioinfo.life.hust.edu.cn/AnimalTFDB#!/tfbs_predict)^65^ and JASPAR database (https://jaspar.genereg.net/).^66^ TF motifs with *p* < 0.05 were identified as enriched motifs. The sequence logo of TF‐binding sites motif was retrieved from the JASPAR database.

### 2.18 Construction of vectors and luciferase reporter assays

The coding sequence of *Pparg* and *Rxra* genes was cloned from cDNA templates of differentiated 3 T3‐L1 cells and inserted into pEGFP‐N1 by homologous recombination using a Trelief™ SoSoo Cloning Kit (Tsingke, TSV‐S2) according to the manufacturer's instructions. Motif‐mutant enhancers carrying the TF‐binding sites were amplified from 3T3‐L1 genomic DNA using homologous arm primers with motif mutations and cloned into the pGL3‐promoter vector by homologous recombination.

H293T cells were seeded in 96‐well plates. The cells were co‐transfected with a mixture of 50 ng PGL3‐promoter‐mutant enhancer, 10 ng Renilla, and 50 ng pEGFP‐N1‐PPARG/RXRA or pEGFP‐N1control using the Lipofectamine 3000. After 48 h of transfection, Firefly and Renilla luciferase activity was measured by the dual‐luciferase reporter assay system (Promega). Renilla luciferase activity served as an internal control, and firefly luciferase signals were normalized with Renilla luciferase signals. The primer sequences for vector construction are given in Table S4.

### 2.19 Injection of lentiviruses into inguinal adipose tissue in vivo

Six‐week‐old male and female C57BL/6J mice (*n* = 16) were housed in the animal facility were fed a high‐fat diet (HFD; TD.08811, 4.7 Kcal/g, ENVIGO) with water ad libitum for 1 week. C57BL/6J mice were divided into two groups (iWAT‐En2 group versus control group, *n* = 8 mice/group). dCas9‐KRAB‐En2 and dCas9‐KRAB‐GFP lentiviruses were generated using pLV‐hU6‐sgRNA‐hUbC‐dCas9‐KRAB‐T2a‐Puro (Addgene, no. 71236) and pLV‐hU6‐sgRNA‐hUbC‐dCas9‐KRAB‐T2a‐GFP (Addgene, no. 71237) plasmids, respectively, according to the above method for preparing lentivirus.

Seven‐week‐old female mice were anaesthetized with 1% pentobarbital sodium. According to previous methods,^67^, ^68^ 200 μL of lentivirus (5 × 10^7^ lentiviral transducing particles/mL) were injected directly into the iWAT of mice by multi‐point subcutaneous injection on each side. Dispersion of the injected volume into the iWAT using this procedure was validated using a trypan blue solution in the preliminary experiments (Figure S5A). Then, the mice were injected with lentivirus once every 3 days for four times injections. Each mouse was injected with a total of 800 μL lentivirus. iWAT‐En2 group mice were injected dCas9‐KRAB‐En2 lentiviruses, and the control group mice were injected dCas9‐KRAB‐GFP lentiviruses. After injection, mice were fed ad libitum HFD until sacrifice. Green fluorescent protein (GFP) expression of iWAT from control group mice was detected with anti‐GFP primary antibody (Abcam, ab290) and goat anti‐rabbit DyLight 488 secondary antibody (Boster Biological Technology, BA1127). Pictures were taken using Zeiss Axio Observer 7 inverted fluorescent microscope. At 6 weeks post‐injection, mice were euthanized for further experiments. The iWAT and body weight of mice were weighed. The expression level of *Cebpa* gene in iWAT was detected by qRT‐PCR. The adipocyte diameter and area of the iWAT from control group and iWAT‐En2 group mice were measured after haematoxylin and eosin (H&E) staining of paraffin sections (5‐μm thick) using Image‐Pro Plus 6.0.

### 2.20 Statistical analysis

Statistical analyses were conducted in SPSS Statistics 19.0. All data shown were determined for three independent experiments unless otherwise stated and presented as the mean ± standard deviation (SD). Differences were considered statistically significant at *p < 0.05.

## 3 RESULTS

### 3.1 Characterization of *Cebpa* chromatin interactomes during adipocyte differentiation

To investigate chromatin interactions of *Cebpa* during adipocyte differentiation, we performed 4C‐seq analyses with the *Cebpa* promoter (−2200 bp to +500 bp of the transcription start site) as the viewpoint in 3T3‐L1 preadipocytes (3T3‐L1‐PRE) and 3T3‐L1 adipocytes (3T3‐L1‐AD; Figure S1A). Differentiation of 3T3‐L1‐PRE was induced using a standard adipogenic cocktail.^44^, ^45^ The 3T3‐L1 preadipocyte cell line is widely used as an adipocyte differentiation model system for studying the molecular mechanisms of adipogenesis.^69^, ^70^, ^71^ We observed numerous lipid droplets of different sizes in 3T3‐L1 cells differentiated for 7 days compared with no droplets in 3T3‐L1‐PRE (Figure S1B). The expression levels of *Cebpa* and adipogenic marker genes (*Pparg*, *Srebf1*, *Adipoq*, *Fabp4*, and *Slc2a4*) were significantly up‐regulated (*p* < 0.05) after differentiation (Figure S1C). These results suggested that we had successfully induced adipogenic differentiation of 3T3‐L1 cells and obtained 3T3‐L1 adipocytes.

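The 4C-seq libraries comprised 2 replicates of 3T3-L1-PRE and 2 replicates of 3T3-L1-AD. In 4C-seq, chromatin is cut and ligated, and the fragments joined to a chosen viewpoint are amplified and sequenced. The reading primer of Table S2 matched the mm10 sequence at positions 35117558 to 35117577 of chromosome 7, and its DpnII site lay upstream of the annotated start of Cebpa at position 35119293. The authors trimmed the reads, mapped them with bowtie2, counted them in 2000-bp windows with r3Cseq, and deposited the read count, a normalized value named RPMs, a p-value and a q-value of each window. The deposited windows held 9453610 and 16888137 reads in 3T3-L1-PRE replicates 1 and 2, and 6535263 and 10173531 reads in 3T3-L1-AD replicates 1 and 2. The paper's Table S8 gives 10687000 and 20281500 reads mapped to fragment ends for 3T3-L1-PRE and 16051300 and 24597400 for 3T3-L1-AD. According to that table, the fragment end with the most reads held 21.2% and 26.3% of the cis reads in 3T3-L1-PRE and 67.4% and 66.9% in 3T3-L1-AD. All values given here use the reads in the deposited windows. In each library the RPMs equalled a constant times the read count raised to a power, which was 0.853 and 0.791 in 3T3-L1-PRE and 0.668 and 0.623 in 3T3-L1-AD, so the RPMs are not proportional to reads. Only windows with RPMs above 1 were listed, and the lowest listed counts were 13 and 11 reads in 3T3-L1-PRE and 2 reads in both 3T3-L1-AD libraries. A window that a library does not list was counted as 0 reads, although it can hold up to 12 and 10 reads in 3T3-L1-PRE replicates 1 and 2 and up to 1 read in 3T3-L1-AD. The reads are PCR products without molecular identifiers, so confidence intervals cover counting error only.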

Next, we performed 4C‐seq experiments and analysed the 4C data (two replicates each 3T3‐L1‐PRE and 3T3‐L1‐AD, respectively) using the pipe4C pipeline^47^ and r3Cseq,^49^ respectively. 

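Windows on chromosome 7 held 81.1% and 81.2% of the reads in the 3T3-L1-PRE replicates, and 75.0% and 74.2% in the 3T3-L1-AD replicates. At these depths the bounds of each 95% Wilson interval round to the same values. Both 3T3-L1-AD libraries were lower than both 3T3-L1-PRE libraries (two-sided exact permutation test, p = 0.333, the smallest that 2 libraries against 2 allow). The window with the most reads was 35108001 to 35110000 in replicate 1 of each state, with 156163 reads in 3T3-L1-PRE and 178757 reads in 3T3-L1-AD. In replicate 2 it was the adjacent window, 35110001 to 35112000, with 239424 and 300196 reads. These windows are intergenic, and Cebpa is the nearest protein-coding gene. The 10 windows with the most reads took 11.1% and 9.68% of the reads in 3T3-L1-PRE, and 15.6% and 15.8% in 3T3-L1-AD.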

We obtained between 10.68 and 24.59 million filtered, aligned reads per 4C dataset (median, 17.9 million reads), with 76.42%–81.89% of the total reads in the four 4C datasets distributed on the *cis*‐chromosome (Figure S1D). Our 4C data conformed to the ‘*cis*/overall ratio of >40%’ criteria proposed by van de Werken et al.,^48^ indicating that experiments were of good quality. Additionally, the four datasets showed that >40% of fragment ends within 100 kb of the viewpoint had at least one read (Figure S1D), indicating that our 4C libraries were of high complexity and contained enough information to draw reproducible conclusions.^47^ 

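The deposited files give windows, not fragment ends. Within 100 kb of the viewpoint, 96 and 97 windows were listed in the 3T3-L1-PRE replicates and 95 and 96 in the 3T3-L1-AD replicates. Of the cis reads, 53.4% and 51.7% lay within 200 kb of the viewpoint in 3T3-L1-PRE, and 68.4% and 70.2% in 3T3-L1-AD. Genome-wide, 6470 and 19095 windows were listed for 3T3-L1-PRE, and 2780 and 6618 for 3T3-L1-AD. The median number of reads per listed window was 396, 243 and 245 in 3T3-L1-PRE replicates 1 and 2 and 3T3-L1-AD replicate 1, and 12 in 3T3-L1-AD replicate 2. In the latter library 3352 windows had 12 reads or fewer, which is 50.6% of its windows. Of these windows, 45.6% were also listed in 3T3-L1-PRE replicate 2, 9.43% in 3T3-L1-PRE replicate 1 and 5.13% in 3T3-L1-AD replicate 1.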

Detailed quality metrics are given in Table S8. We identified the genome‐wide chromatin interactions of *Cebpa* in a continuous non‐overlapping 2‐kb window for each 4C dataset (Table S9) and evaluated the reproducibility of chromatin interactions between replicates by counting the number of *cis*‐interactions in every 1‐megabase (Mb) genomic region. 

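The number of listed windows was counted in every 1-Mb bin of chromosome 7, and bins in which both libraries had at least 1 window were compared on the log2 scale. Between the 3T3-L1-PRE replicates, Pearson's r was 0.8901 over 138 bins (95% confidence interval 0.849 to 0.920), and Spearman's rho was 0.888. Between the 3T3-L1-AD replicates, r was 0.743 over 125 bins (0.653 to 0.813), and rho was 0.606. These correlations run across bins of a single pair of libraries, and adjacent bins are not independent replicates. Leaving out the 2 bins with the most windows gave r values of 0.877 and 0.645. Counting reads in place of windows moved the values most, to 0.834 in 3T3-L1-PRE and 0.325 in 3T3-L1-AD.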

The Pearson's correlation coefficients of *Cebpa* in 3 T3‐L1‐PRE and 3 T3‐L1‐AD were 0.91 and 0.68, respectively (Figure 1A), indicating good consistency between replicates. Clustering analysis showed that replicates of 3T3‐L1‐PRE and 3T3‐L1‐AD were not well separated into two clusters (Figure 1B); however, this result also suggested some degree of discrepancy in the chromatin interaction patterns of *Cebpa* between 3T3‐L1‐PRE and 3T3‐L1‐AD.

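The same measure was taken between libraries of different states. Pearson's r was 0.752 between replicates 1 of the states and 0.878 between replicates 2. It was 0.833 between 3T3-L1-PRE replicate 1 and 3T3-L1-AD replicate 2, and 0.753 between 3T3-L1-PRE replicate 2 and 3T3-L1-AD replicate 1. The value between the 3T3-L1-PRE replicates was higher than all 4 of these, but the largest of them, 0.878, lies within its confidence interval. The value between the 3T3-L1-AD replicates was lower than all 4, but the smaller 2 of them lie within its confidence interval. Over all 146 bins, the value was 0.781 between the 3T3-L1-AD replicates. With 3T3-L1-PRE replicates 1 and 2, it was 0.790 and 0.753 for 3T3-L1-AD replicate 1, and 0.876 and 0.871 for 3T3-L1-AD replicate 2.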

**FIGURE 1:**
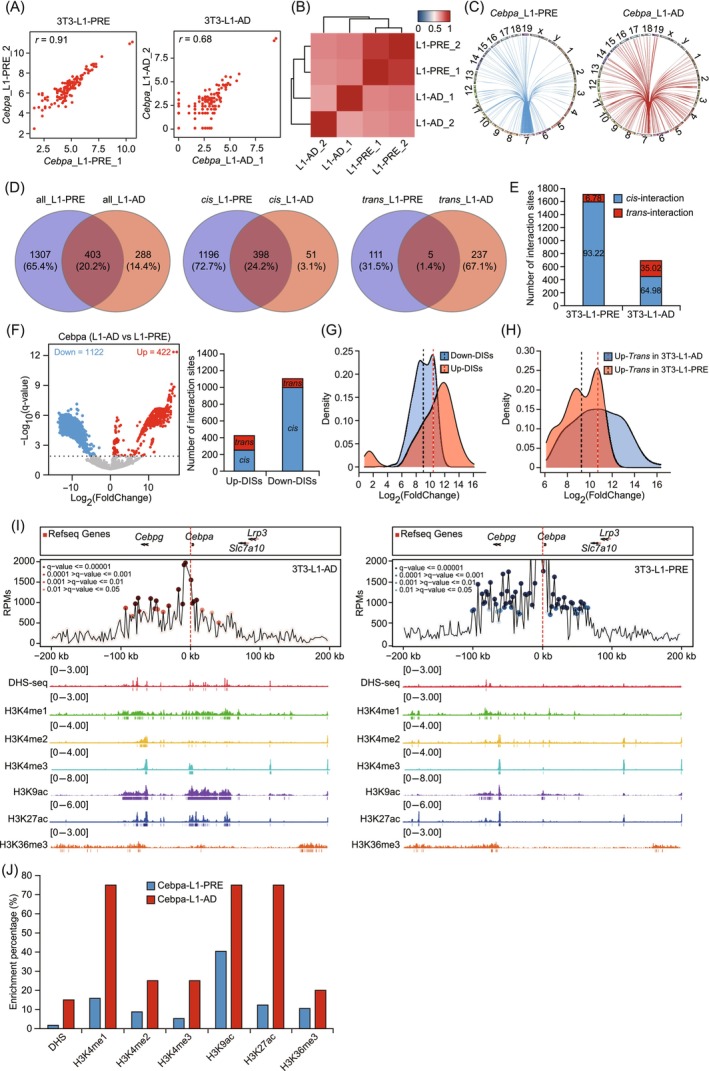
Identification of genome‐wide chromatin interactions of *Cebpa* in 3T3‐L1 preadipocytes (3T3‐L1‐PRE) and 0033T3‐L1 adipocytes (3T3‐L1‐AD). (A) Scatter plot showing chromatin interactions of *Cebpa*. The number of interaction sites (in Log_2_) in each genomic bin (1 Mb *cis*) in two replicates was plotted. The Pearson's correlation coefficient is shown in the panel. (B) Heatmap showing the clustering of chromatin interactions of *Cebpa*. The colour scale indicates the correlation degree: blue, low correlation; red, high correlation. (C) Circos plot depicting *cis*‐ and *trans*‐interactions of *Cebpa*. Chromosomes are shown in a circular orientation, with numbers and letters above the circle indicating the name of each. (D) Venn diagram showing the number of overlapping and unique chromatin sites of *Cebpa*. (E) Numbers of reliable interaction sites and ratios of *cis*−/*trans*‐interaction sites of *Cebpa*. Numbers inside or above the column indicate the percentage of *cis*‐/*trans*‐interaction sites. (F) Volcano plot showing differential interaction sites (DISs) of *Cebpa* between 3T3‐L1‐PRE and 3T3‐L1‐AD (left). The threshold of DISs in the volcano plot was ‐Log_10_(*q*‐value) ≥ 2; red and blue dots represent up‐regulated and down‐regulated DISs in 3T3‐L1‐AD, respectively. Number of *cis*‐/*trans*‐DISs between 3T3‐L1‐PRE and 3T3‐L1‐AD (right). (G) Density plot showing the |Log_2_(FoldChange)| distribution of up‐/down‐regulated DISs for *Cebpa*; vertical red‐ and black‐dashed lines indicate the mean values of |Log_2_(FoldChange)| for up‐regulated and down‐regulated DISs, respectively. (H) Density plot showing the |Log_2_(FoldChange)| distribution for up‐regulated *trans*‐DISs in 3T3‐L1‐AD and 3T3‐L1‐PRE; vertical red‐ and black‐dashed lines indicate the mean values of |Log_2_(FoldChange)| in 3T3‐L1‐AD and 3T3‐L1‐PRE, respectively. (I) Changes in chromatin state at significant interaction sites (SISs) of *Cebpa* before and after differentiation. Upper panel: Chromatin interactions of the *Cebpa* promoter generated by r3Cseq analysis. Red circles represent SISs in 3T3‐L1‐AD; blue circles represent SISs in 3T3‐L1‐PRE. The dotted red line represents the viewpoint of *Cebpa*. Lower panel: DNAse I hypersensitivity sequencing (DHS‐seq) and chromatin immunoprecipitation sequencing (ChIP‐seq) profiles of the *Cebpa* locus in 3T3‐L1‐PRE and 3T3‐L1‐AD. (J) Enrichment analysis of epigenetic modifications at the SISs. Bar plots show the percentage of SISs enriched with epigenetic modifications in 3T3‐L1‐PRE and 3T3‐L1‐AD.

To study changes in chromatin interactions of *Cebpa* during differentiation, we first identified reliable interaction sites between replicates in a continuous non‐overlapping 2‐kb window. This revealed 1710 and 691 reliable interaction sites of *Cebpa* in 3T3‐L1‐PRE and 3T3‐L1‐AD, respectively, after overlapping replicates (Figure 1C and Table S10). 

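Windows listed in both replicates of a state were taken from the deposited files. The 3T3-L1-PRE sites made up 26.4% of the windows of replicate 1 and 8.96% of those of replicate 2. The 3T3-L1-AD sites made up 24.9% and 10.4%. At these sites the larger read count of a replicate was a median of 2.81 times the smaller one in 3T3-L1-PRE and 4.48 times in 3T3-L1-AD. At 332 sites in 3T3-L1-PRE and 261 sites in 3T3-L1-AD the replicates differed by over 10 times. Requiring 100 reads in both replicates left 1245 sites in 3T3-L1-PRE and 320 in 3T3-L1-AD. Keeping only the 2780 windows with the most reads in each library left 653 and 497 sites.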

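Of the 1998 windows that are reliable in either state, 1307 were reliable in 3T3-L1-PRE alone, of which 1196 were cis, and 288 in 3T3-L1-AD alone, of which 51 were cis. Of the windows reliable in 3T3-L1-PRE alone, 401 were listed in 1 of the 3T3-L1-AD libraries and 906 in none. The cis windows reliable in both states lay close to the viewpoint, with 391 of them (98.2%) within 1 Mb. The trans windows reliable in both states, named after their values were seen, began at 117462001 on chromosome 10, 98666001 and 174098001 on chromosome 2, 40660001 on chromosome 4 and 71042001 on chromosome 6. At the first of these, 3T3-L1-AD replicate 1 had 3 reads and replicate 2 had 2320.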

There were 403 shared interaction sites in 3T3‐L1‐PRE and 3T3‐L1‐AD, including 398 *cis*‐interaction sites and 5 *trans*‐interaction sites (Figure 1D). Additionally, we found that *Cebpa* in 3T3‐L1‐PRE had more than twice the number of interaction sites as *Cebpa* in 3T3‐L1‐AD, with up to 90% of the interaction sites located on the *cis*‐chromosome; in 3T3‐L1‐AD, only 64.98% of the interaction sites were located on the *cis*‐chromosome (Figure 1E). 

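The cis share of the reliable sites was 93.2% in 3T3-L1-PRE (95% Wilson interval 91.9% to 94.3%) and 65.0% in 3T3-L1-AD (61.3% to 68.4%), a difference with p = 1.42e-62 in a two-sided Fisher's exact test over sites, of which neighbouring ones are not independent. The gap narrowed with a minimum of reads in both replicates, to 93.4% and 74.1% at 13 reads, chosen after the data were seen, 94.9% and 89.4% at 100 reads, and 98.2% and 93.9% at 500 reads. With the same number of windows per library the gap widened, to 99.5% in 3T3-L1-PRE and 65.8% in 3T3-L1-AD. The 3T3-L1-PRE sites were 2.47 times as many as the 3T3-L1-AD sites. The ratio was 3.71 (1564 against 422) after the reads of each library were thinned to the smallest library and windows then needed at least 13 reads in both replicates, a test chosen after the data were seen. It was 1.31 with the same number of windows per library. Within 1 Mb of the viewpoint lay 726 of the cis sites in 3T3-L1-PRE (45.5%) and 402 in 3T3-L1-AD (89.5%).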

More *trans*‐interaction sites were observed in 3T3‐L1‐AD (242, 35.02%) than in 3T3‐L1‐PRE (116, 6.78%), suggesting that *Cebpa* increases *trans*‐interactions after differentiation. 

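The trans-interaction sites of 3T3-L1-AD held few reads, with a median of 15 reads in replicate 1 and 48 in replicate 2, against 548 and 198 in 3T3-L1-PRE. A replicate had 12 reads or fewer at 129 of the 3T3-L1-AD sites (53.3%) and at 4 of the 3T3-L1-PRE sites (3.45%). As the deposited 3T3-L1-PRE files list no window with so few reads in replicate 1, a common minimum of 13 reads in both replicates was also applied, chosen after the data were seen. It left 112 trans sites in 3T3-L1-PRE and 113 in 3T3-L1-AD. At a minimum of 100 reads there were 63 and 34 trans sites, and at 500 reads 14 and 15, so the order of the states changed with the minimum. With the same number of windows per library there were 3 and 170. If windows were listed independently, 22.4 trans windows in 3T3-L1-PRE and 6.40 in 3T3-L1-AD would fall in both replicates by chance, which is fewer than observed (exact hypergeometric test, one-sided p = 3.61e-45 and 1.15e-291). The observed number was 5.18 times the expected one in 3T3-L1-PRE and 37.8 times in 3T3-L1-AD. Pairs of libraries from different states also shared more than expected, by 5.12 to 18.5 times. In 3T3-L1-PRE the excess is therefore not specific to replicates. A single block of chromosome 10, from 117350001 to 117800000, held 23 of the trans sites in 3T3-L1-PRE and 8 of those in 3T3-L1-AD. From the larger number of trans sites in 3T3-L1-AD, the paper proposes that Cebpa increases trans-interactions after differentiation.

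**Figure D1:**
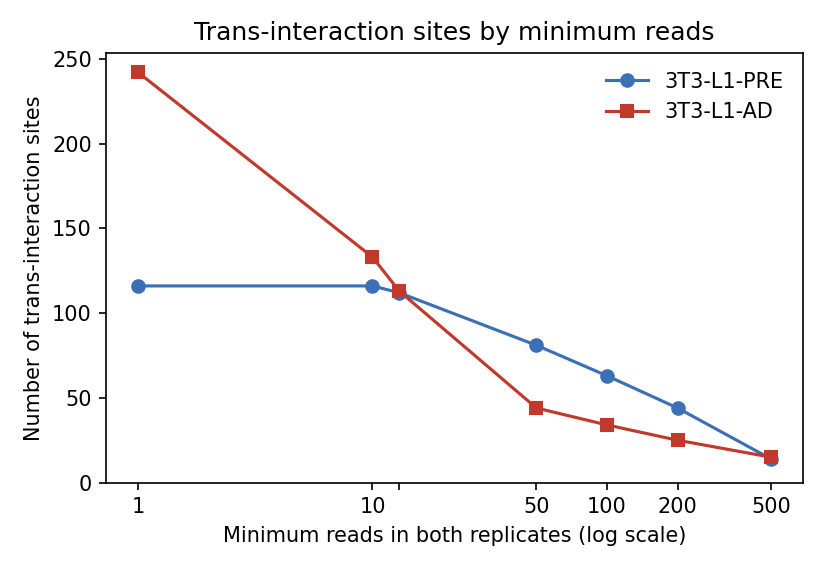
Number of trans-interaction sites (y axis) listed in both replicates with at least the number of reads on the x axis (log scale), for 3T3-L1-PRE (blue circles) and 3T3-L1-AD (red squares). The lines meet at a minimum of 13 reads, with 112 and 113 sites, 3T3-L1-AD lies lower at 100 reads, with 34 sites, and at 500 reads there are 14 and 15.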

A differential analysis of interaction sites between 3T3‐L1‐PRE and 3T3‐L1‐AD using DESeq2^50^, ^51^ was used to identify differential interaction sites (DISs) with a *q*‐value ≤ 0.01. 

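The reads of the 4 libraries were compared at the 1998 sites with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. At an FDR of at most 0.01, 274 sites (13.7%) differed between the states, and 1278 sites had an unadjusted p of at most 0.05. The common dispersion was 1.93, a biological coefficient of variation of 1.39. Of the 274 sites, 269 (98.2%) had no listed reads in both libraries of the other state, and 5 had reads in all 4 libraries. The smallest FDR values belonged to the windows from 35110001 to 35112000, with a log2 fold change of 1.65 (standard error 0.283, edgeR FDR 1.28e-05), and from 35108001 to 35110000, with 1.50 (standard error 0.288, edgeR FDR 0.000204), both higher in 3T3-L1-AD. DESeq2, the tool the paper used, gave 1378 DISs at the same sites, which include 254 of the 274. Testing all 3819 windows with reads in at least 2 libraries gave 0, with 188 windows at an unadjusted p of at most 0.05. When the libraries were grouped across states and the sites chosen again, edgeR gave 8 DISs among 2396 sites and 20 among 1167. On simulated counts with a dispersion of 0.1, the test recovered 88% of 200 changed sites, and at the dispersion of these data it recovered none. The simulated log2 changes were 2 and 4 in size, all sites had the same dispersion, and none was set to be unlisted in a state. As 269 of the 274 DISs are unlisted in a state, the simulation does not show how often such sites are found.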

We found 1544 DISs between 3T3‐L1‐AD and 3T3‐L1‐PRE, accounting for 77.28% (1544/1998) of all interaction sites (Figure 1F and Table S11). In 3T3‐L1‐AD, there were 422 up‐regulated DISs and 1122 down‐regulated DISs, and 1256 *cis*‐DISs and 288 *trans*‐DISs (Figure 1F). 

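In edgeR's quasi-likelihood test 144 DISs were higher in 3T3-L1-AD and 130 were lower. Of the up-regulated DISs 131 were trans and 13 cis, and of the down-regulated DISs 18 were trans and 112 cis. The split changed with the normalization, to 128 higher and 1 lower with the RLE method, and to 161 higher and 299 lower with library totals alone. It was 23 and 383 at windows with at least 100 reads in at least 2 libraries, and 248 and 1130 with DESeq2. The up-regulated trans-DISs had a median of 9 reads in 3T3-L1-AD replicate 1 and 21 in replicate 2, and 115 of them had at most 100 reads in both. Those with the smallest p were a window from 44072001 on chromosome 10, in an intron of Crybg1, with 12 and 3 reads in 3T3-L1-AD and none listed in 3T3-L1-PRE, and a window from 35304001 on chromosome 9, in an intron of Gm33838, with 15 and 2 reads. Bounds were set against the 12 and 10 reads that an unlisted window can hold in 3T3-L1-PRE. By mean reads under TMM scaling, the 2 windows were at least 1.47-fold and 1.65-fold higher in 3T3-L1-AD. These bounds rest on 3T3-L1-AD replicate 1. The 3 and 2 reads of replicate 2 lie under the 10 reads allowed in 3T3-L1-PRE replicate 2, also after scaling. The edgeR FDR of both windows, 0.00107, takes unlisted windows as 0 reads and does not test the bounds. The down-regulated cis-DISs with the smallest p began at 45398001 (21 and 30 reads in 3T3-L1-PRE) and 37340001 (35 and 24 reads), and against a floor of 3 reads were at least 3.65-fold and 4.44-fold lower in 3T3-L1-AD (edgeR FDR 0.00482 for both). The corresponding trans-DISs began at 184096001 on chromosome 1 (32 and 12 reads) and 117748001 on chromosome 10 (62 and 11 reads), and were at least 3.43-fold and 5.87-fold lower. The latter lies in a block of chromosome 10 with many trans windows in all 4 libraries. With counts under a common minimum of 13 reads set to 0 in all libraries, an alternative chosen after the data were seen, there were 0 DISs in either direction among 1822 sites, with 1221 sites at an unadjusted p of at most 0.05.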

Density plots were used to examine the fold change distributions for up‐regulated/down‐regulated DISs. The |Log_2_(FoldChange)| values of up‐regulated and down‐regulated DISs showed different distributions (Figure 1G). Most up‐regulated DISs had larger fold changes than most down‐regulated DISs, with mean |Log_2_(FoldChange)| values of 10.55 and 9.13, respectively. This suggested that the up‐regulated DISs of *Cebpa* in 3T3‐L1‐AD had a stronger change in interaction frequency than the up‐regulated DISs of *Cebpa* in 3T3‐L1‐PRE. 

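The mean |log2 fold change| fitted by edgeR was 7.73 (standard error 0.17) for the up-regulated and 8.59 (standard error 0.06) for the down-regulated DISs. At 269 of the DISs both libraries of a state were at or under 3 reads (at 5 of them, those of the other state too), so the fitted value depends on the prior count and is no bound. With a prior count of 2 the means were 4.00 and 4.65. With such sites set against 3 reads the means were 3.83 and 3.27, but 3 reads is no bound for the up-regulated DISs, as an unlisted 3T3-L1-PRE window can hold more. Against the most reads that an unlisted window can hold, and at least 3, which was chosen after the data were seen, the means were 2.03 and 3.27 and the medians 1.85 and 3.40. At this limit 14 of the up-regulated DISs had a bound of no change and 5 gave no bound. The bounds leave open which direction has the larger mean. With 1 library left out at a time on the same DISs, the mean of the up-regulated DISs was the larger one without 3T3-L1-PRE replicate 1 (6.49 and 5.16), without 3T3-L1-PRE replicate 2 (6.11 and 5.97) and without 3T3-L1-AD replicate 1 (6.43 and 5.78), and the smaller one without 3T3-L1-AD replicate 2 (5.39 and 5.96). These folds were ratios of mean scaled reads, not edgeR fits, so the order cannot be put down to the left-out library alone. The ashr shrinkage of DESeq2, which the paper applied, gave 7.87 and 9.02 at the same reliable sites. The site with the largest fold change in Table S11 begins at 42526001 on chromosome 18. It had 751 reads in 3T3-L1-PRE replicate 1 and 25900 in 3T3-L1-AD replicate 1 and was listed in neither replicate 2, so it is not a reliable site of either state. The paper's log2 fold change for it is 17.38.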

Then, we also examined the fold change distribution for *trans*‐ and *cis‐*DISs of up‐regulated DISs in 3T3‐L1‐AD and 3T3‐L1‐PRE. The |Log_2_(FoldChange)| values of up‐regulated *trans*‐DISs in 3T3‐L1‐AD and 3T3‐L1‐PRE showed different distributions (Figure 1H). Similarly, the |Log_2_(FoldChange)| values of up‐regulated *cis‐*DISs also showed different distributions in 3T3‐L1‐AD and 3T3‐L1‐PRE (Figure S1E). 

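For trans-DISs the mean |log2 fold change| was 7.98 in the up-regulated and 8.44 in the down-regulated group, and for cis-DISs it was 5.16 and 8.62. DESeq2 gave 9.52 and 10.00 for trans-DISs and 4.66 and 9.79 for cis-DISs. At windows with at least 100 reads in at least 2 libraries the order for trans-DISs was the reverse, with 12.18 and 11.60. It was also the reverse against a floor of 3 reads (3.91 and 3.12), which is no bound for the up-regulated DISs, and not against the most reads an unlisted window can hold (2.04 and 3.12). With each library left out in turn, the difference of the means, up-regulated minus down-regulated, lay between -2.27 and -0.91 for cis-DISs. For trans-DISs it was 2.10 without 3T3-L1-PRE replicate 1, 0.20 without 3T3-L1-PRE replicate 2, 0.99 without 3T3-L1-AD replicate 1 and -0.26 without 3T3-L1-AD replicate 2. These values came from ratios of mean scaled reads, not from edgeR fits. A change of sign can therefore not be put down to the left-out library alone.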

The mean |Log_2_(FoldChange)| values of *trans*‐ and *cis‐*DISs in 3 T3‐L1‐AD were larger than those in 3T3‐L1‐PRE (Figures 1H and S1E). These results highlight changes and differences in *Cebpa* chromatin interactions during adipogenic differentiation.

Significant interaction sites (SISs) identified by r3Cseq represent potential structural or functional interaction sites with important regulatory roles in gene expression. We identified a total of 77 SISs, 57 in 3T3‐L1‐PRE and 20 in 3T3‐L1‐AD (Table S10). 

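The p-values that r3Cseq had deposited for the replicates were combined at each reliable site with Fisher's method and adjusted by the Benjamini-Hochberg method, and sites with a q-value of at most 0.05 were counted as SISs. The counts were 57 and 20, and the highest q-values among them were 0.0274 in 3T3-L1-PRE and 0.0403 in 3T3-L1-AD. Of the 3T3-L1-PRE SISs, 18 had a deposited q-value of at most 0.05 in replicate 1 and 56 in replicate 2. Of the 3T3-L1-AD SISs, 7 had one in replicate 1 and 18 in replicate 2. Requiring it in either replicate gave 99 sites in 3T3-L1-AD, the largest change.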

The SISs were all located within ±200 kb of the *Cebpa* promoter (Figure 1I), implying that these regions might have potential for regulation of *Cebpa* expression. 

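Relative to the viewpoint, the SISs lay between -100573 and 65427 bp in 3T3-L1-PRE, and between -92573 and 41427 bp in 3T3-L1-AD. Adjacent windows joined into 19 separate stretches in 3T3-L1-PRE and 13 in 3T3-L1-AD. They held 30.3% and 29.5% of all reads in the 3T3-L1-PRE replicates, and 21.4% and 24.6% in the 3T3-L1-AD replicates.

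**Figure D2:**
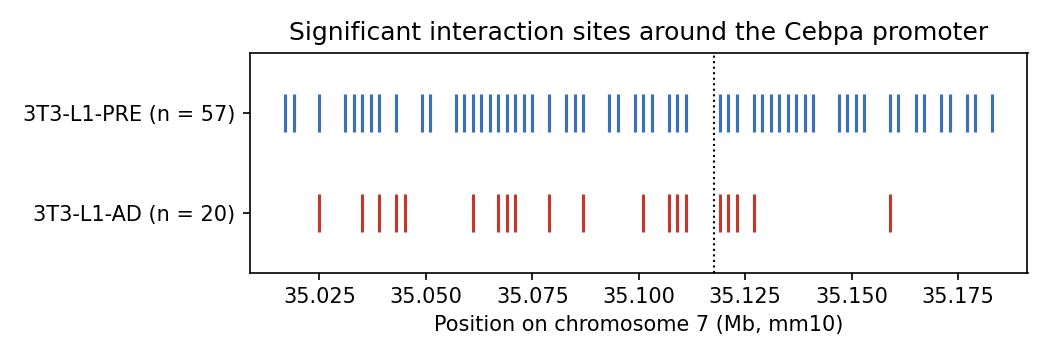
Position of each SIS on chromosome 7 (x axis, Mb of mm10) in 3T3-L1-PRE (upper, blue) and 3T3-L1-AD (lower, red), with 1 bar per 2-kb window and the viewpoint as a dotted line. The 3T3-L1-PRE SISs extend farther downstream, to 65427 bp, than those of 3T3-L1-AD, to 41427 bp.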

Analysis revealed 19 shared SISs in 3T3‐L1‐PRE and 3T3‐L1‐AD, 38 unique SISs in 3T3‐L1‐PRE, and one unique SIS in 3T3‐L1‐AD. 

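The SIS found in 3T3-L1-AD alone is the window from 35044001 to 35046000, which overlaps an exon of Pepd. It had 15566 and 33254 reads in the 3T3-L1-PRE replicates, and 27115 and 105257 in the 3T3-L1-AD replicates. Its q-value was 3.85e-05 in 3T3-L1-AD and 1 in 3T3-L1-PRE. Replicate 2 decided this, as the deposited p-value was 4.40e-08 there and 0.985 in 3T3-L1-AD replicate 1. Between the states its log2 fold change was 2.75 (standard error 0.661, edgeR FDR 0.00107). All 38 SISs found in 3T3-L1-PRE alone were reliable sites in 3T3-L1-AD, and 2 of them had a q-value under 0.2 there.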

Changes in chromatin interaction during adipogenic differentiation are often accompanied by changes in chromatin state.^72^, ^73^ To look for changes in the SIS chromatin state of *Cebpa* before and after differentiation, we analysed epigenetic modifications, including six histone modifications (H3K4me1, H3K4me2, H3K4me3, H3K9ac, H3K27ac, and H3K36me3) and DNase I hypersensitivity sites (DHSs) at the SISs. 

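The overlap of each SIS with the 7 epigenetic marks was taken from Table S12, as the ChIP-seq and DHS-seq data were not analysed here. The share of SISs with H3K4me1 was 12.3% of 57 in 3T3-L1-PRE and 55% of 20 in 3T3-L1-AD, and that with H3K27ac was 8.77% and 50%. The difference had an adjusted p of 0.00106 for each of these marks in a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 7 marks. For H3K9ac the shares were 21.1% and 50% (Fisher's exact test, adjusted p = 0.0491). The shares of DHS, H3K4me2, H3K4me3 and H3K36me3 were also larger in 3T3-L1-AD, but their adjusted p-values lay between 0.0903 and 0.600. At least 1 mark was present at 18 of the 3T3-L1-PRE SISs (31.6%) and 14 of the 3T3-L1-AD SISs (70%, Fisher's exact test p = 0.00378). The SISs shared by the states are the same windows, and among these 19 the counts were 6 and 13, with 7 windows having a mark in 3T3-L1-AD alone and 0 in 3T3-L1-PRE alone (exact McNemar test, p = 0.0156). No mark taken singly passed this test over the 19 windows, where the smallest adjusted p was 0.246.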

We found that, in 3T3‐L1‐AD, a higher proportion of SISs was enriched in all seven of these epigenetic marks than in 3T3‐L1‐PRE (Figure 1J and Table S12), consistent with previous studies showing that promoters of highly expressed genes interact with regions that are highly enriched in active histone marks. This finding also suggested that the chromatin state of SISs in 3T3‐L1‐AD is more open after differentiation, and that these open chromatin regions include CREs. Overall, our results indicated that dynamic epigenetic modification of *Cebpa* interaction sites occurred during differentiation.

### 3.2 Identification and evolutionary conservation analysis of *Cebpa* active enhancers

Enhancers are important CREs in the genome that specifically activate gene transcription to regulate gene expression.^25^, ^39^, ^74^ To identify active enhancers of *Cebpa*, we analysed publicly available active enhancer‐associated ChIP‐seq of H3K27ac and H3K4me1 and DHS‐seq datasets of 3T3‐L1‐PRE and 3T3‐L1‐AD. Using the criteria for active enhancers described in Section 2, we identified three putative active enhancers in 3T3‐L1‐PRE and seven putative active enhancers in 3T3‐L1‐AD (Figures 2A and S2A). Two of the putative active enhancers were shared by 3T3‐L1‐PRE and 3T3‐L1‐AD: Cebpa‐L1‐En2 corresponds to Cebpa‐L1‐AD‐En1, and Cebpa‐L1‐En3 corresponds to Cebpa‐L1‐AD‐En2. Eight putative active enhancer regions were significantly enriched in both H3K27ac and H3K4me1 (marks of active enhancers), but not in H3K4me3 (mark of active promoters), with chromatin accessibility (DHS‐seq), coactivator p300, and RNA polymerase II (RNA Pol II) peaks (Figures 2A and S2A). BRD4 is an epigenetic reader enriched in active enhancers and promoters, and is essential for adipogenesis.^38^ Thus, we also analysed BRD4 ChIP‐seq data and observed that these putative enhancer regions were markedly enriched with BRD4 peak signals (Figures 2A and S2A). These results indicated that the candidate regions displayed obvious characteristics of active enhancers.

**FIGURE 2:**
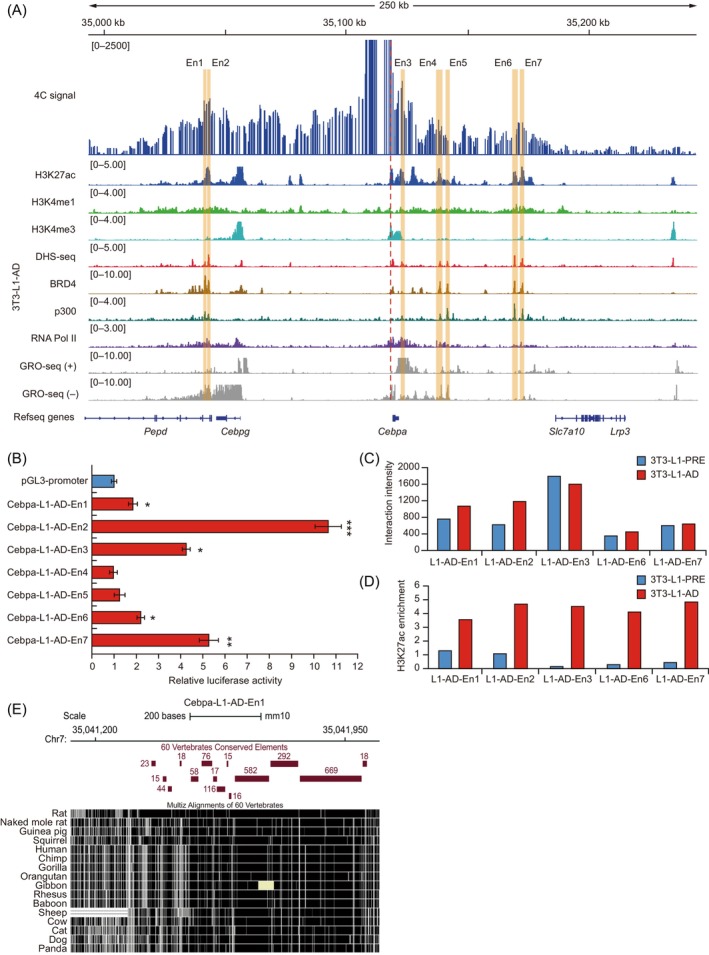
Identification of *Cebpa* active enhancers in 3T3‐L1 adipocytes (3T3‐L1‐AD). (A) Integrative Genomics Viewer (IGV) screenshot showing the manual selection of putative active enhancers of *Cebpa* in 3T3‐L1‐AD. The upper track shows circularized chromosome conformation capture coupled with next‐generation sequencing (4C‐seq) interaction profiles of *Cebpa* in 3T3‐L1 differentiated for 7 days; 4C signals of replicates are merged. Lower tracks show ChIP‐seq profiles of marks H3K27ac, H3K4me1, H3K4me3, BRD4, p300, and RNA Pol II, and DNAse I hypersensitivity sequencing (DHS‐seq) and global run‐on sequencing (GRO‐seq) profiles at *Cebpa* loci in 3T3‐L1‐AD. The red‐dotted line represents the viewpoint of *Cebpa*. The orange column represents the putative active enhancers. (B) Luciferase reporter assays of *Cebpa* enhancer activity. pGL3–promoter–enhancer vector was transfected to 3T3‐L1 cells differentiated for 3 days, and luciferase activity was detected 2 days after transfection. The pGL3–promoter was used as a control. Firefly luciferase signals were normalized with Renilla luciferase signals. Data expressed as mean ± SD of three independent experiments, and *p*‐values were calculated using Student's *t*‐test; *p < 0.05, **p < 0.01, ***p < 0.001. Chromatin interaction intensity (C) and H3K27ac histone enrichment (D) of active enhancer regions in 3T3‐L1‐PRE and 3T3‐L1‐AD using data obtained from the IGV. (E) Sequence conservation analysis of Cebpa‐L1‐AD‐En1 in selected species using the UCSC genome browser. Horizontal red bars indicate conserved elements in 60 vertebrates. Element conservation was measured as logarithm of the odds scores of phastCons program elements.

To assess the enhancer activity of *Cebpa*, we performed luciferase reporter assays for the seven candidate enhancers of 3T3‐L1‐AD in differentiated 3T3‐L1 cells. We found that five of the seven enhancers (Cebpa‐L1‐AD‐En1, ‐En2, ‐En3, ‐En6, and ‐En7) significantly increased (*p* < 0.05) luciferase activity compared with the pGL3‐promoter vector (Figure 2B). Notably, Cebpa‐L1‐AD‐En2 showed the strongest transcriptional activity of the seven enhancers, with >10‐fold higher luciferase activity than the pGL3‐promoter vector. Cebpa‐L1‐AD‐En3 and ‐En7 exhibited higher transcriptional activities than Cebpa‐L1‐AD‐En1 and ‐En6, and they increased 4.25‐ and 5.70‐fold luciferase activity than the pGL3‐promoter vector, respectively. This result indicated that five of the *Cebpa* enhancers were active, corresponding to two intronic regions (Cebpa‐L1‐AD‐En1 and ‐En2) and three intergenic regions (Cebpa‐L1‐AD‐En3, ‐En6, and ‐En7). To assess the potential differential activity of the five enhancers during adipogenic differentiation, we repeated the luciferase reporter assays of each enhancer in 3T3‐L1 preadipocytes. Cebpa‐L1‐AD‐En1 and ‐En2 showed significantly increased (*p* < 0.05) luciferase activity compared with the pGL3‐promoter vector in 3T3‐L1 preadipocytes. In contrast, Cebpa‐L1‐AD‐En3, ‐En6, and ‐En7 did not increased luciferase activity in 3T3‐L1 preadipocytes (Figure S2B). These results indicated that the activity of *Cebpa* enhancers changes in a stage‐specific manner during adipogenic differentiation. GRO‐seq, a widely used method for measuring nascent RNA,^75^, ^76^ showed bidirectional transcription at these active enhancer regions, especially in the Cebpa‐L1‐AD‐En2 region (Figure 2A). We then analysed differences in chromatin interactions and histone modifications of the five enhancer regions between 3 T3‐L1‐PRE and 3 T3‐L1‐AD. 

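Reads were taken in the 2-kb window that holds most of each candidate enhancer and scaled to 1000000 cis reads of the library without its largest window. The window of Cebpa-L1-AD-En2 (35042001 to 35044000 on chromosome 7, the enhancer itself within an intron of the protein-coding transcripts of Pepd) had 8204 ± 798 scaled reads (SD, n = 2 libraries) in 3T3-L1-PRE and 16095 ± 1302 in 3T3-L1-AD, a log2 ratio of 0.97. The window of Cebpa-L1-AD-En1 (35040001 to 35042000, the enhancer itself also in an intron of Pepd) had 4051 ± 825 and 1474 ± 660, a log2 ratio of -1.46. The mean of that window and its neighbours, which include the window of Cebpa-L1-AD-En2, gave 0.75. At Cebpa-L1-AD-En3, 451 bp from Cebpa (window 35122001 to 35124000), the states overlapped, with 14230 ± 3010 and 14300 ± 279 and a log2 ratio of 0.01. Cebpa-L1-AD-En6 and Cebpa-L1-AD-En7 (windows 35168001 to 35170000 and 35172001 to 35174000) are intergenic, and their log2 ratios were 0.53 and 0.48 with both 3T3-L1-AD libraries higher. When scaled to the reads within 200 kb, these ratios fell to 0.13 and 0.08 and the states overlapped. At Cebpa-L1-AD-En2 that scaling gave 0.58, with both 3T3-L1-AD libraries still higher. With 2 libraries per state no exact permutation test can go below p = 0.333. In edgeR's test over the reliable sites, with another normalization, the window of Cebpa-L1-AD-En2 had an FDR of 0.0143 and the other candidates had FDR values between 0.213 and 0.626. For the window of Cebpa-L1-AD-En2, the adjusted p was 6.69e-05 in DESeq2, and edgeR with the replicate number as a block gave an FDR of 6.54e-05. Replicates share only a number across the states, so the design gives the block no basis. DESeq2 also gave 8.18% and 26.6% DISs when the libraries were grouped across states. For the other candidates, the DESeq2 adjusted p was 0.00189 at Cebpa-L1-AD-En4, 0.0278 at Cebpa-L1-AD-En7 and between 0.0638 and 0.338 elsewhere, and the blocked FDR was between 0.353 and 0.699. In the deposited RPMs all 7 candidates were lower in 3T3-L1-AD, with a log2 ratio of -0.43 at Cebpa-L1-AD-En2.

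**Figure D3:**
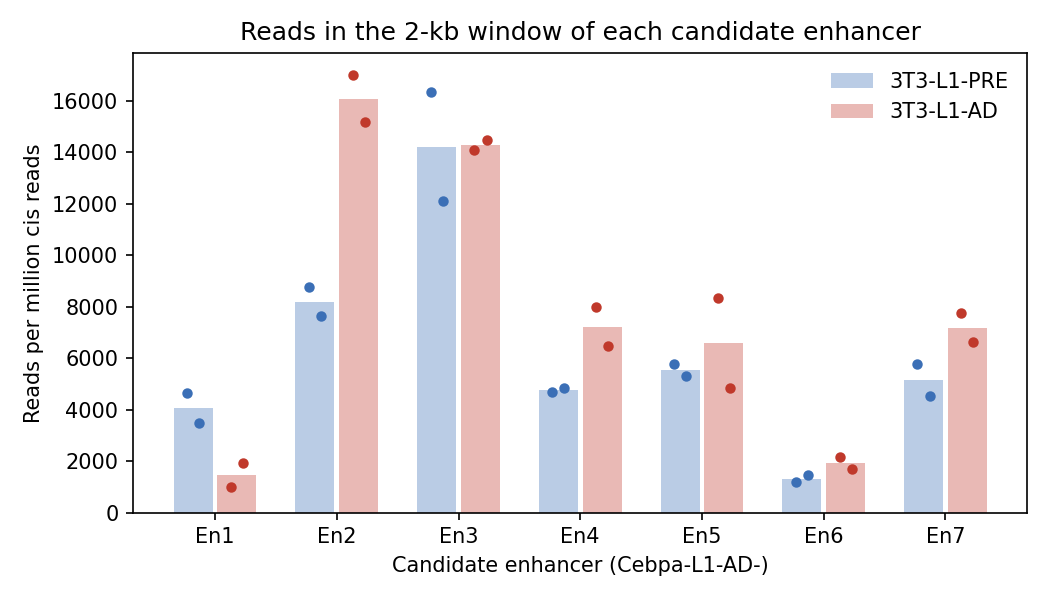
Reads scaled to 1000000 cis reads (y axis) in the window of each candidate enhancer (x axis) in 3T3-L1-PRE (blue) and 3T3-L1-AD (red). Bars are means and points are the 2 libraries of a state. At En2 both 3T3-L1-AD libraries lie above both 3T3-L1-PRE libraries, and at En1 both lie lower.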

Except for the region of Cebpa‐L1‐AD‐En3, the interaction intensity at the other enhancer regions increased after differentiation, particularly at Cebpa‐L1‐AD‐En2 (Figures 2C and S2C). Additionally, H3K27ac and H3K4me1 histone modifications in these enhancer regions significantly increased after differentiation, especially H3K27ac (Figures 2D and S2). This result suggested that chromatin interaction and histone modification might be important for the functioning of these active enhancers, possibly affecting *Cebpa* expression during adipocyte differentiation.

Enhancers usually have evolutionary conservation properties.^77^, ^78^, ^79^, ^80^, ^81^, ^82^, ^83^ We used the UCSC genome browser (http://genome-asia.ucsc.edu/, GRCm38/mm10) to perform conservation analysis of the 5 active enhancers in 60 vertebrates. All of the active enhancers contained at least four conserved elements (Figures 2E and S2D), measured as LOD scores of phastCons program elements. Cebpa‐L1‐AD‐En1 showed the highest sequence conservation of the five active enhancers (Figure 2E). The sum of LOD scores of Cebpa‐L1‐AD‐En1, ‐En2, and ‐En3 was >350, and at least one conserved element in each of these enhancers had an LOD score ≥200 (Figures 2E and S2D). These results suggested that the five active enhancers of *Cebpa* were evolutionarily conserved.

### 3.3 Identification of functional enhancers regulating *Cebpa* expression and adipocyte differentiation

To investigate whether the identified active enhancers regulate *Cebpa* expression during adipocyte differentiation, we used the dCas9‐KRAB epigenetic system (a CRISPR repressor system) to study the top three enhancers with the highest fluorescence activities. We designed two sgRNAs per enhancer region (Figure 3A and Table S5), packaged lentivirus, infected 3T3‐L1‐PRE, and generated 3T3‐L1‐PRE stably expressing the dCas9‐KRAB control or dCas9‐KRAB‐sgRNA system (Figure S3A,B). qRT‐PCR experiments were performed to assess the expression of *Cebpa* mRNA at Days 6 and 7 of differentiation. We found that *Cebpa* expression was significantly repressed (*p* < 0.05) on Days 6 and 7 by targeting Cebpa‐L1‐AD‐En2 or ‐En3 regions (Figure 3B). CRISPRi targeting of the Cebpa‐L1‐AD‐En2 and ‐En3 regions significantly repressed *Cebpa* expression by 69% and 60%, respectively, compared with dCas9‐KRAB control at Day 7 of differentiation (Figure 3B). Repression of the Cebpa‐L1‐AD‐En7 region did not significantly decrease *Cebpa* expression at Day 7 of differentiation (Figure 3B). Immunofluorescence staining of CEBPA was performed in 3T3‐L1 expressing dCas9‐KRAB, dCas9‐KRAB‐En2‐sgRNAs, dCas9‐KRAB‐En3‐sgRNAs or dCas9‐KRAB‐En7‐sgRNAs. Targeted repression of Cebpa‐L1‐AD‐En2 and ‐En3 reduced the fluorescence intensity of CEBPA protein compared with that under dCas9‐KRAB control at Day 7 of differentiation (Figure 3C), indicating that the repression of these enhancers impaired CEBPA expression. In contrast, Cebpa‐L1‐AD‐En7 repression did not significantly change the fluorescence intensity of CEBPA protein compared with that under dCas9‐KRAB control at Day 7 of differentiation (Figure 3C). The immunofluorescence staining results were consistent with the mRNA expression levels of *Cebpa*. Next, we examined the expression of CEBPA downstream target genes. qRT‐PCR analysis showed that Cebpa‐L1‐AD‐En2 repression led to significant down‐regulation (*p* < 0.01) of *Fabp4*, *Lpl*, *Slc2a4*, and *Adipoq* compared with that under dCas9‐KRAB control at Days 6 and 7 of differentiation (Figure 3D). Repression of Cebpa‐L1‐AD‐En3 also led to significant down‐regulation (*p* < 0.05) of *Fabp4*, *Lpl*, *Slc2a4*, and *Adipoq* at Days 6 and 7 of differentiation (Figure 3E). Additionally, BODIPY staining results indicated that repression of Cebpa‐L1‐AD‐En2 and ‐En3 attenuated lipid droplet formation and blocked adipocyte differentiation (Figure 3F). These results indicated that Cebpa‐L1‐AD‐En2 and ‐En3, as functional enhancers, regulate *Cebpa* expression and adipocyte differentiation.

**FIGURE 3:**
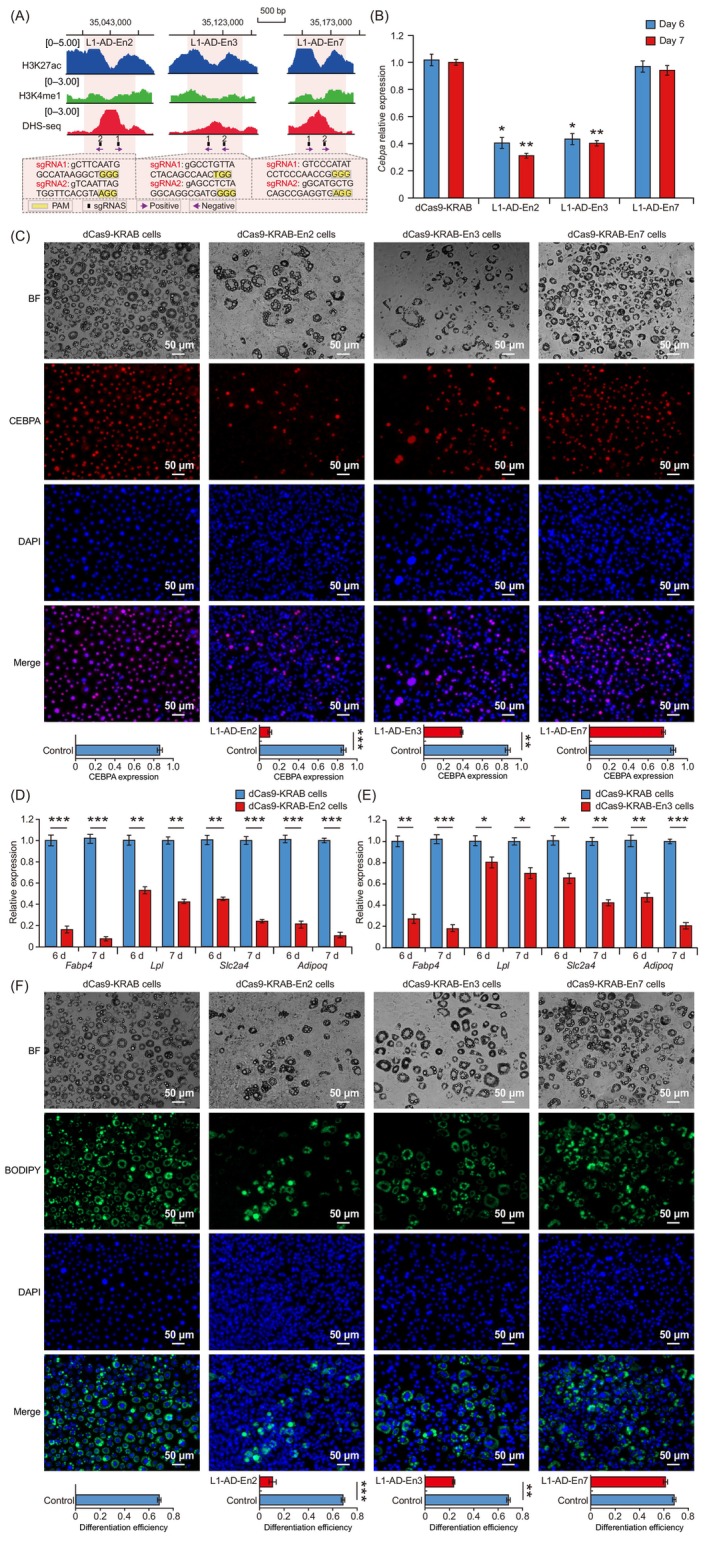
Regulation of *Cebpa* expression and adipocyte differentiation by Cebpa‐L1‐AD‐En2 and ‐En3. (A) The dCas9‐KRAB system modifies the chromatin of the Cebpa‐L1‐AD‐En2, ‐En3, and ‐En7 regions. ChIP‐seq of active enhancer‐associated histone modification (H3K27ac, H3K4me1) and DNAse I hypersensitivity sequencing (DHS‐seq) profiles show the chromatin status of the enhancer regions. Enhancer regions are shown as orange rectangles. Single‐guide RNA (sgRNA) target locations are indicated in black with corresponding black numbers; arrow direction indicates targeting of the forward or reverse DNA strand. (B) Quantitative real‐time PCR (qRT‐PCR) analysis of *Cebpa* expression in 3T3‐L1 transduced with dCas9‐KRAB, dCas9‐KRAB‐En2‐sgRNAs, dCas9‐KRAB‐En3‐sgRNAs, or dCas9‐KRAB‐En7‐sgRNAs and induced to differentiate for Days 6 and 7. Data expressed as mean ± standard deviation (SD; *n* = 3). (C) Immunofluorescence staining of CEBPA in 3T3‐L1 transduced with dCas9‐KRAB, dCas9‐KRAB‐En2‐sgRNAs, dCas9‐KRAB‐En3‐sgRNAs, or dCas9‐KRAB‐En7‐sgRNAs and induced to differentiate for 7 days; BF (bright field), CEBPA (red), and 4′,6‐diamidino‐2‐phenylindole (DAPI, blue). Quantification of CEBPA‐positive nuclei in dCas9‐KRAB cells and dCas9‐KRAB‐sgRNA cells by counting five randomly selected microscopic fields. qRT‐PCR analysis of CEBPA downstream target genes (*Fabp4*, *Lpl*, *Slc2a4*, and *Adipoq*) in 3T3‐L1 transduced with dCas9‐KRAB‐En2‐sgRNAs (D) or dCas9‐KRAB‐En3‐sgRNAs (E) at days 6 and 7 of differentiation. Data expressed as mean ± SD (*n* = 3). (F) BODIPY (green) staining of lipid droplets in 3T3‐L1 transduced with dCas9‐KRAB, dCas9‐KRAB‐En2‐sgRNAs, dCas9‐KRAB‐En3‐sgRNAs, or dCas9‐KRAB‐En7‐sgRNAs at Day 7 of differentiation; DAPI (blue). The differentiation efficiency of dCas9‐KRAB and dCas9‐KRAB‐sgRNA cells was determined by counting cells in five randomly selected microscopic fields. The *p*‐values were calculated using Student's *t*‐test; *p < 0.05, **p < 0.01, ***p < 0.001.

To explore the effect of enhancer repression on adipocyte differentiation in a transcriptome‐wide manner, we performed transcriptional profiling by RNA sequencing (RNA‐seq) of dCas9‐KRAB‐En2 or dCas9‐KRAB cells at Day 7 of differentiation. Hierarchical clustering and principal component analysis (PCA) showed that there was high correlation between replicate samples and differences in transcriptome profiles between dCas9‐KRAB‐En2 and dCas9‐KRAB cells (Figure 4A,B). RNA‐seq analysis showed that *Cebpa* expression was significantly lower (*p* < 0.01) in dCas9‐KRAB‐En2 cells than in dCas9‐KRAB cells (Figure 4C), which was consistent with the qRT‐PCR analysis of *Cebpa* transcription (Figure 3B). Expression levels of *Pparg*, known CEBPA downstream target genes (*Fabp4*, *Slc2a4*, *Adipoq*, *Lep*, and *Lpl*), lipid droplet‐associated genes (*Plin1* and *Plin2*), and the adipocyte triglyceride lipase gene (*Pnpla2*) were significantly downregulated (*p* < 0.01) in dCas9‐KRAB‐En2 compared with those in dCas9‐KRAB cells (Figure 4D). Differential expression analysis of dCas9‐KRAB‐En2 and dCas9‐KRAB cells identified a total of 1057 DEGs (*q*‐value ≤ 0.01), including 634 down‐regulated and 423 up‐regulated genes (Figure 4E and Table S13). Functional enrichment of DEGs was carried out using the Metascape website (http://metascape.org/gp/index.html#/main/step1). Functional enrichment analysis of down‐regulated DEGs in dCas9‐KRAB‐En2 cells revealed significant enrichment of terms related to oxidation, adipocyte differentiation, lipid droplet metabolism and lipid transport, and storage (Figure 4F), including the mitochondrial envelope, oxidative phosphorylation, fat cell differentiation, lipid oxidation, and regulation of lipid biosynthetic process, lipid transport and lipid storage. Additionally, GSEA of expressed genes showed significant enrichment of oxidative phosphorylation, peroxisome proliferator‐activated receptor (PPAR) signalling pathway, fatty acid catabolic process, lipid droplet, triglyceride biosynthetic process, and fat cell differentiation in dCas9‐KRAB cells (Figures 4G and S3C). These results showed that Cebpa‐L1‐AD‐En2 repression alters the transcriptome of adipocytes and inhibits adipocyte differentiation and lipid synthesis pathways, demonstrating that Cebpa‐L1‐AD‐En2 is critical for regulating *Cebpa* transcription and adipogenesis.

**FIGURE 4:**
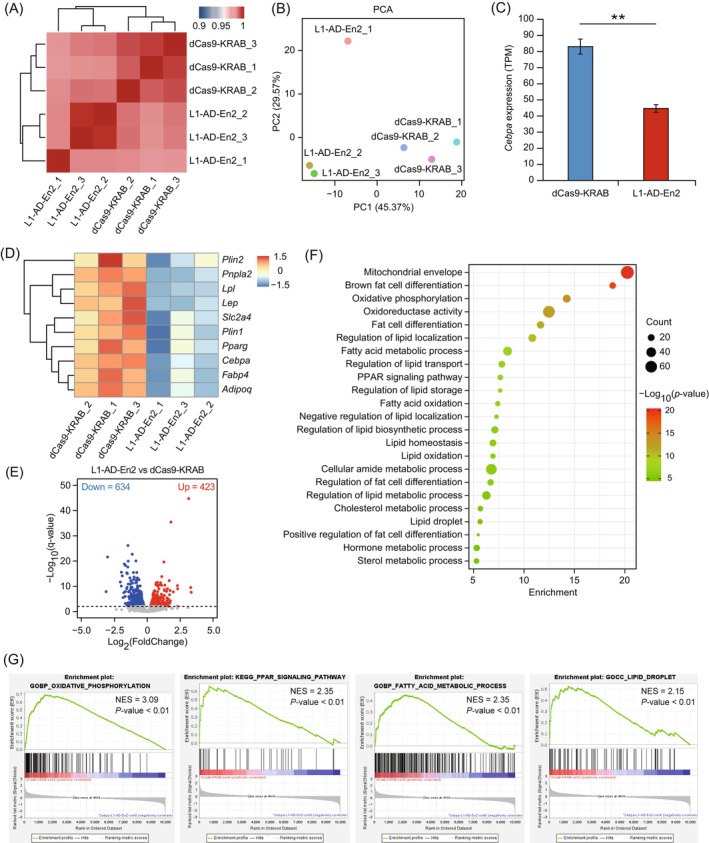
Effects of Cebpa‐L1‐AD‐En2 repression on the transcriptome during adipogenic differentiation. (A) Heatmap showing hierarchical clustering of the Pearson's correlation scores (represented by colour) between samples of dCas9‐KRAB‐En2 and dCas9‐KRAB cells. (B) Principal component analysis (PCA) plot of normalized RNA‐seq data of dCas9‐KRAB‐En2 and dCas9‐KRAB cells expressed as transcripts per million (TPM). Percentages shown on each axis represent the percentages of variation explained by the principal components. (C) Expression levels (TPM) of *Cebpa* in dCas9‐KRAB and dCas9‐KRAB‐En2 cells. Bars show the mean and standard deviation (*n* = 3); **p < 0.01. (D) Heatmap showing the expression levels of genes (z‐scores) in dCas9‐KRAB and dCas9‐KRAB‐En2 cells. Genes were subjected to hierarchical clustering. (E) Volcano plot showing differentially expressed genes (DEGs, *q*‐value ≤ 0.01) between dCas9‐KRAB and dCas9‐KRAB‐En2 cells. Blue and red dots indicate DEGs up‐regulated in dCas9‐KRAB‐En2 and dCas9‐KRAB cells, respectively. (F) Functional enrichment analyses of down‐regulated DEGs in dCas9‐KRAB‐En2 cells by Metascape. The dot size represents the number of genes, and the colour bar represents the ‐Log_10_(*p*‐value). (G) Gene set enrichment analysis of all expressed genes in dCas9‐KRAB and dCas9‐KRAB‐En2 cells. A positive value of the normalized enrichment score (NES) indicates enrichment in dCas9‐KRAB cells, and a negative value indicates enrichment in dCas9‐KRAB‐En2 cells.

Cebpa‐L1‐AD‐En2 is located in intron 13 of *Pepd*, which is expressed in 3T3‐L1‐PRE and 3T3‐L1‐AD (Figure S3D,E). Targeting Cebpa‐L1‐AD‐En2 with the dCas9‐KRAB system may interfere with the expression of *Pepd*. A previous study showed that *Pepd* plays a vital role in collagen turnover by degrading proline‐containing dipeptides, and dysregulation of macrophage PEPD in obesity determines adipose tissue fibro‐inflammation and insulin resistance.^84^ Whether *Pepd* perturbation affects the expression of *Cebpa* during adipocyte differentiation remains unclear. To investigate this question, we used siRNA to silence *Pepd* expression in 3T3‐L1‐PRE and 3T3‐L1‐AD. The results showed that a ~70% decrease in the expression of *Pepd* (*p* < 0.05) did not significantly affect the expression of *Cebpa* (*p* > 0.05) in 3T3‐L1‐PRE or 3T3‐L1‐AD compared with that in the control group (Figure S3F). Moreover, the expression levels of CEBPA downstream target genes, including *Fabp4*, *Lpl*, *Adipoq*, and *Slc2a4*, did not significantly change (*p* > 0.05) in 3 T3‐L1 differentiated for 7 days compared with the control group (Figure S3G). These results suggested that *Pepd* does not regulate *Cebpa* expression during adipocyte differentiation.

### 3.4 A cohesin‐mediated chromatin loop is responsible for Cebpa‐L1‐AD‐En2 and *Cebpa* promoter chromatin interaction

Cohesin‐mediated chromatin loops play a pivotal role in gene expression by regulating enhancer–promoter interactions.^32^, ^85^, ^86^ We investigated whether the chromatin interaction between Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter is regulated by cohesin‐mediated chromatin loops. Studies have shown that genes are preferentially regulated by enhancers within the same topologically associating domain (TAD).^87^, ^88^, ^89^, ^90^, ^91^ CTCF, as an insulator‐binding protein, is often found to be often enriched in TAD boundaries.^92^ Thus, we first analysed published high‐throughput chromosome conformation capture data and CTCF ChIP‐seq data in 3T3‐L1‐AD. We found that Cebpa‐L1‐AD‐En2 and *Cebpa* are located in an interaction domain in which the boundaries are enriched for CTCF binding and that the CTCF binding motif shows a convergent orientation (arrows indicate direction and strand; Figure S4A). This result suggested that Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter are located within a TAD. Next, we analysed ChIP‐seq data for the cohesin subunit SMC1A, which is essential for forming a cohesin‐mediated chromatin loop, and found significant enrichment of SMC1A peaks in the Cebpa‐L1‐AD‐En2 and *Cebpa* promoter regions (Figure 5A). Additionally, Med1, a subunit of the complex that mediates chromatin loops between enhancers and promoters,^34^, ^93^ showed significant binding at the Cebpa‐L1‐AD‐En2 and *Cebpa* promoter regions (Figure 5A). These results implied that a cohesin‐mediated chromatin loop regulates the chromatin interaction between Cebpa‐L1‐AD‐En2 and *Cebpa* promoter.

**FIGURE 5:**
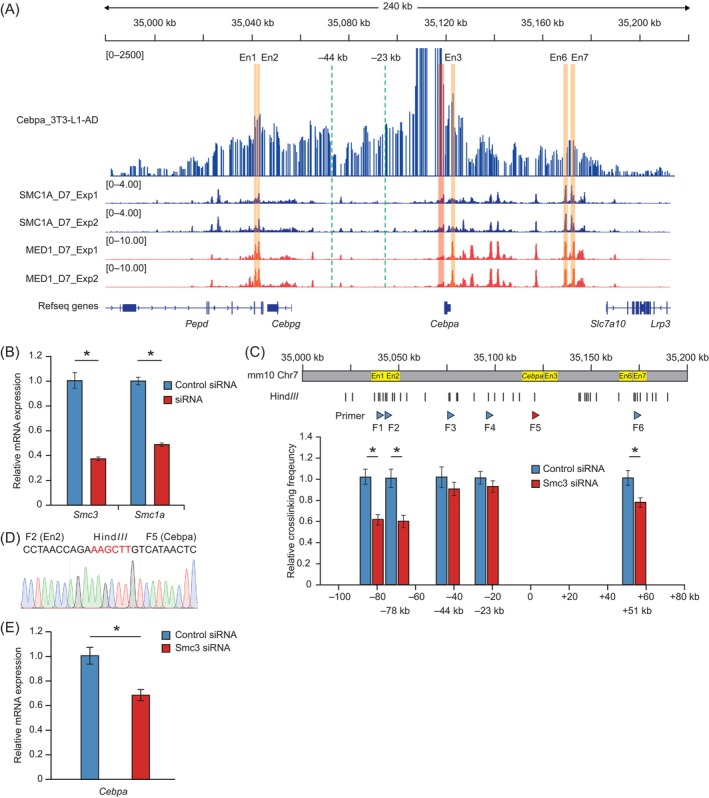
Cohesin‐mediated regulation of the chromatin interaction of Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter. (A) Upper track shows the circularized chromosome conformation capture coupled with next‐generation sequencing (4C‐seq) interaction profile of *Cebpa* in 3T3‐L1 differentiated for 7 days. Lower tracks show ChIP‐seq profiles of SMC1A (blue) and MED1 (red) at *Cebpa* loci in differentiated 3T3‐L1 cells. The orange column represents the Cebpa‐L1‐AD‐En2 region, the red column represents the *Cebpa* promoter region, and the green dotted line represents the genomic sites without cohesin enrichment. (B) Quantitative real‐time PCR (qRT‐PCR) analysis of *Smc3* and *Smc1a* in differentiated 3T3‐L1 cells transfected with control, *Smc3*, or *Smc1a* small interfering RNA (siRNA). (C) Chromatin interactions between the *Cebpa* promoter and other chromatin sites (−80, −78, −44, and +51 kb) in differentiated 3T3‐L1 assessed by quantitative analysis of chromosome conformation capture (3C‐qPCR) 2 days after transfection with control or *Smc3* siRNA. Chromatin interactions at the same genomic locus in different cells were normalized to the *Ercc3* locus. The triangle represents the 3C‐qPCR primer, and the arrow direction represents the primer direction. Yellow rectangles indicate sites of cohesin enrichment. (D) Sanger sequencing of 3C‐qPCR product between the *Cebpa* promoter and Cebpa‐L1‐AD‐En2 (−78 kb site). The red base indicates the Hind*III* digestion site formed. (E) Relative expression of *Cebpa* measured by qRT‐PCR in differentiated 3T3‐L1 cells transfected with control or *Smc3* siRNA. All data expressed as mean ± standard deviation (*n* = 3). The *p*‐values were calculated using Student's *t*‐test; *p < 0.05.

To examine the potential role of cohesin in the chromatin interaction of Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter, we depleted the cohesin subunits SMC3 and SMC1A in 3T3‐L1‐AD using siRNA. qRT‐PCR analysis showed that, after siRNA transfection, the expression levels of *Smc3* and *Smc1a* had decreased (*p* < 0.05) by 63% and 51% at Day 7 of differentiation, respectively (Figure 5B). Quantitative analysis of chromosome conformation capture (3C‐qPCR) assays was performed in differentiated 3 T3‐L1 transfected with *Smc3* siRNA or control siRNA. A schematic of the *Cebpa* locus depicting active enhancers, cohesin binding sites, and Hind*III* digestion sites, together with the corresponding primers used for 3C analyses, is provided in Figure 5C. The 3C‐qPCR analysis indicated that *Smc3* knockdown markedly reduced (*p* < 0.05) the chromatin interactions of the *Cebpa* region with the −78 kb (Cebpa‐L1‐AD‐En2) sites compared with those in control cells (Figure 5C). Whereas the interactions at the −44 and −23 kb sites without cohesin enrichment did not change markedly compared with those in control cells. In addition, we also found that the chromatin interactions at the −80 kb (Cebpa‐L1‐AD‐En1) and +51 kb site (Cebpa‐L1‐AD‐En7) containing cohesin enrichment also decreased significantly (Figure 5C). The 3C ligation product of the −78 kb site was validated by Sanger sequencing (Figure 5D). These results suggested that cohesin depletion changed the chromatin interaction between Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter region. Additionally, we evaluated the expression of *Cebpa*. Notably, *Cebpa* expression was significantly down‐regulated (*p* < 0.05) in *Smc3*‐depleted 3T3‐L1 differentiated for 7 days (Figure 5E). Taken together, our results indicated that cohesin is required for the chromatin loop between Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter, and contributes to regulating *Cebpa* expression.

### 3.5 RXRA and PPARG synergistically regulate the activity of Cebpa‐L1‐AD‐En2

Transcription factors bind to enhancers through specific DNA sequences and regulate their activity, affecting target gene expression under the enhancer and promoter interaction.^94^, ^95^, ^96^, ^97^ We investigated which TFs control the activity of Cebpa‐L1‐AD‐En2 beginning with an in vitro DNA pulldown assay using nuclear lysates of 3T3‐L1‐AD coupled with mass spectrometric analysis (Figure 6A). We identified 18 TFs that showed specificity for binding to the Cebpa‐L1‐AD‐En2 region in vitro compared with the control group (Figure 6B and Table S14). Notably, we found that retinoid X receptor (RXR)‐like family proteins (RXRA and NR2F2) and CAAT box TF/nuclear factor I (CTF/NFI) family proteins (NFIA and NFIB) bound to the Cebpa‐L1‐AD‐En2 region (Figure 6B). Previous studies have shown these TFs to be involved in adipogenesis and energy metabolism,^98^, ^99^ suggesting that they may provide the specific activity of Cebpa‐L1‐AD‐En2. We also detected binding of the high‐mobility group A family member HMGA2, which modifies chromatin structure by interacting with the transcriptional machinery to regulate gene transcription.^100^, ^101^, ^102^ Next, we searched the available ChIP‐seq data of adipogenesis‐related TFs (RXRA, PPARG, CEBPA, CEBPB, and activating TF 2 [ATF2]) from the CistromeDB (http://cistrome.org/db/#/) and analysed the binding of these TFs to the Cebpa‐L1‐AD‐En2 region in 3T3‐L1‐AD. ChIP‐seq analysis revealed significant binding of RXRA to the Cebpa‐L1‐AD‐En2 region in the endogenous chromatin context (Figure 6C), which agreed with our in vitro pulldown results (Figure 6B). We observed minimal binding of CEBPA and CEBPB, and obvious binding of ATF2, to the Cebpa‐L1‐AD‐En2 region (Figure 6C). ATF2 contributes to the regulation of adipocyte differentiation and function.^103^ Additionally, we noted that PPARG, a critical TF in adipocyte differentiation, bound strongly to the Cebpa‐L1‐AD‐En2 region in 3 T3‐L1‐AD (Figure 6C). Previous studies have shown that PPARG binds to PPAR response elements (PPREs) as an obligate heterodimer with RXRA to activate adipocyte gene expression and regulate adipocyte differentiation.^104^, ^105^, ^106^ Based on this, we speculated that RXRA and PPARG may regulate the activity of Cebpa‐L1‐AD‐En2.

**FIGURE 6:**
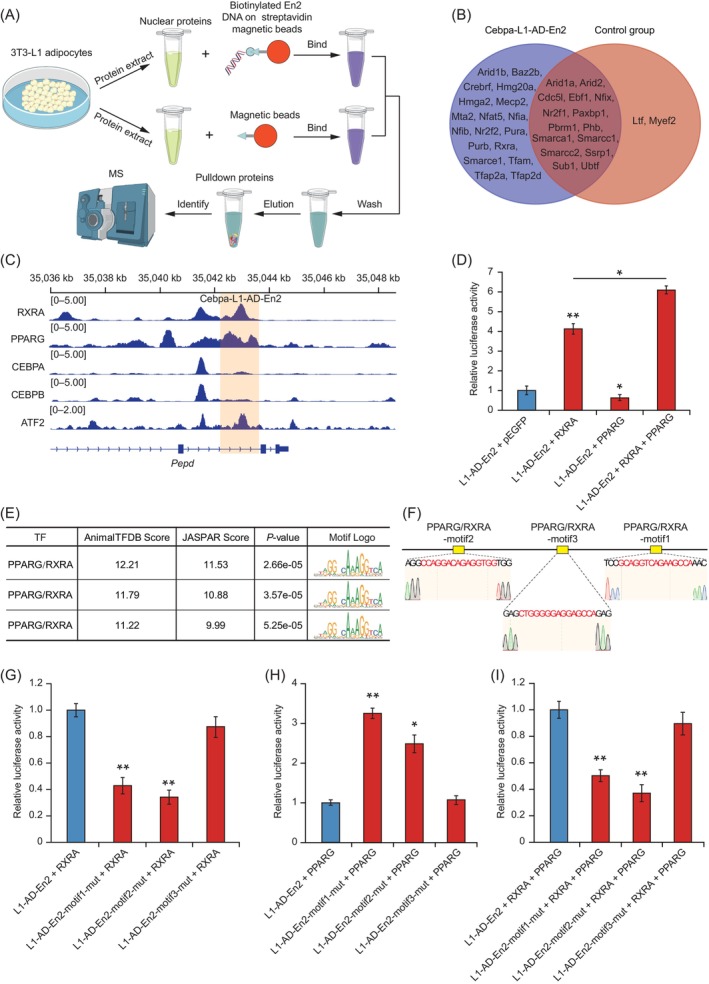
Regulation of Cebpa‐L1‐AD‐En2 activity by transcription factors (TFs) RXRA and PPARG. (A) Schematic overview of DNA pulldown assay used to determine TF binding to the Cebpa‐L1‐AD‐En2 region. (B) Venn diagram showing the shared and unique TFs of the Cebpa‐L1‐AD‐En2 and control group identified using the DNA pulldown assay in two replicates of 3T3‐L1 differentiated for 7 days. The Cebpa‐L1‐AD‐En2 group, containing biotin‐labelled En2 DNA and magnetic bead, was set as the experimental group. The control group contained magnetic beads without the DNA probe. (C) ChIP‐seq profiles showing binding of RXRA, PPARG, CEBPA, CEBPB, and ATF2 to the Cebpa‐L1‐AD‐En2 region. (D) Relative luciferase activity of Cebpa‐L1‐AD‐En2 detected under co‐transfection with plasmids overexpressing RXRA (50 ng), PPARG (50 ng), or RXRA (25 ng)/PPARG (25 ng) in H293T cells. Data expressed as mean ± standard deviation (SD) of three independent experiments. (E) PPARG/RXRA heterodimer motif enrichment analysis in the Cebpa‐L1‐AD‐En2 region. (F) Schematic diagram showing the location of predicted PPRAG/RXRA heterodimer binding sites and motif sequence in the Cebpa‐L1‐AD‐En2 region, and Sanger sequencing confirmation of the deletion mutations of each motif. (G–I) Relative luciferase activity of Cebpa‐L1‐AD‐En2 regions carrying PPARG/RXRA heterodimer binding site mutations (motif1, motif2, and motif3) detected under RXRA (50 ng), PPARG (50 ng), or RXRA (25 ng)/PPARG (25 ng) overexpression in H293T cells. Data expressed as mean ± SD of three independent experiments. The *p*‐values were calculated using Student's *t*‐test; *p < 0.05, **p < 0.01.

To verify this hypothesis, we performed luciferase reporter assays in H293T cells transfected with pGL3‐promoter‐En2 and RXRA and PPARG overexpression plasmids. Compared with transfection of the pGL3‐promoter‐En2 plasmid only, Cebpa‐L1‐AD‐En2 activity increased 4‐fold under co‐transfection with the RXRA overexpression plasmid (Figure 6D). In contrast, Cebpa‐L1‐AD‐En2 activity was repressed upon co‐transfection with the PPARG overexpression plasmid (Figure 6D). A 1.5‐fold increase in Cebpa‐L1‐AD‐En2 activity was observed upon co‐transfection of both the RXRA and PPARG expression plasmids compared with the RXRA expression plasmids, suggesting a synergistic effect between RXRA and PPARG on the Cebpa‐L1‐AD‐En2 activity (Figure 6D). Previous studies have shown that, in the absence of ligands, PPARG binds to PPREs and recruits corepressor complexes that mediate transcription repression.^107^, ^108^, ^109^, ^110^ However, in the presence of active RXRA, PPARG does not interact with these corepressors, and instead forms PPARG/RXRA permissive heterodimers to activate transcription of target genes.^111^, ^112^, ^113^ Therefore, this result suggests that RXRA and PPARG synergistically regulate the activity of Cebpa‐L1‐AD‐En2, possibly as a heterodimer.

To further investigate whether the key PPARG/RXRA heterodimer binding site affect the activity of the Cebpa‐L1‐AD‐En2, we performed TF binding site motif analysis using the JASPAR^66^ and AnimalTFDB3.0^65^ databases. Three co‐predicted PPARG/RXRA heterodimer binding sites were identified and named PPARG/RXRA‐motif1, ‐motif2, and ‐motif3 (Figure 6E,F). We then constructed pGL3‐promoter‐En2 plasmids with each deletion mutations of each binding site (Figure 6F) and performed luciferase reporter assays under co‐transfection with RXRA, PPARG, or PPARG/RXRA overexpression plasmids in H293T cells. The PPARG/RXRA‐motif2 and ‐motif1 mutations significantly reduced the activity of Cebpa‐L1‐AD‐En2 upon co‐transfection of either motif mutant plasmid with the RXRA overexpression plasmid, whereas the PPARG/RXRA‐motif3 mutation did not significantly change Cebpa‐L1‐AD‐En2 activity (Figure 6G). Under co‐transfection with the PPARG overexpression plasmid, the PPARG/RXRA‐motif1 and ‐motif2 mutations significantly increased Cebpa‐L1‐AD‐En2 activity, while the PPARG/RXRA‐motif3 mutation had no significant effect on Cebpa‐L1‐AD‐En2 activity (Figure 6H). This result indicated that PPARG/RXRA‐motif1 and ‐motif2 are essential for the activity of RXRA‐ and PPARG‐regulated Cebpa‐L1‐AD‐En2. Next, we cotransfected the pGL3‐promoter‐En2‐motif‐mutant plasmid with the RXRA/PPARG overexpression plasmid. Consistent with the results of RXRA overexpression, the PPARG/RXRA‐motif1 and ‐motif2 mutations significantly reduced Cebpa‐L1‐AD‐En2 activity, while the PPARG/RXRA‐motif3 mutation did not (Figure 6I). These results suggested that RXRA and PPARG directly regulate the activity of Cebpa‐L1‐AD‐En2 by binding to the motif1 and motif2 sites of PPARG/RXRA heterodimer.

### 3.6 Repression of Cebpa‐L1‐AD‐En2 decreases Cebpa expression in iWAT and affects adipose tissue development

To investigate whether Cebpa‐L1‐AD‐En2 produces a marked effect on adipogenesis in mouse adipose tissue, we injected the dCas9‐KRAB‐En2 lentiviral system directly into iWAT.^67^, ^68^ First, we performed a 4C‐seq experiment on iWAT and analysed publically available ChIP‐seq for H3K27ac, H3K4me1 and RNA Pol II, as well as ATAC‐seq and GRO‐seq datasets in mouse WAT to evaluate whether the chromatin interaction between Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter identified in 3T3‐L1‐AD also exists in mouse adipose tissue. We found that the *Cebpa* promoter had strong chromatin interactions with the Cebpa‐L1‐AD‐En2 region (Figure 7A). The Cebpa‐L1‐AD‐En2 region was enriched with active enhancer marks (H3K27ac and H3K4me1) and exhibited high chromatin accessibility (ATAC‐seq peaks; Figure 7A). We also observed that the ChIP‐seq signal of RNA Pol II was enriched in the Cebpa‐L1‐AD‐En2 region (Figure 7A). Additionally, GRO‐seq analysis showed significant enrichment of RNA Pol II signals in the Cebpa‐L1‐AD‐En2 region, especially on the negative DNA strand (Figure 7A), suggesting that the Cebpa‐L1‐AD‐En2 region has the potential to transcribe enhancer RNAs (eRNAs). These results suggested that the Cebpa‐L1‐AD‐En2 region is important for regulation of *Cebpa* expression in mouse adipose tissue.

**FIGURE 7:**
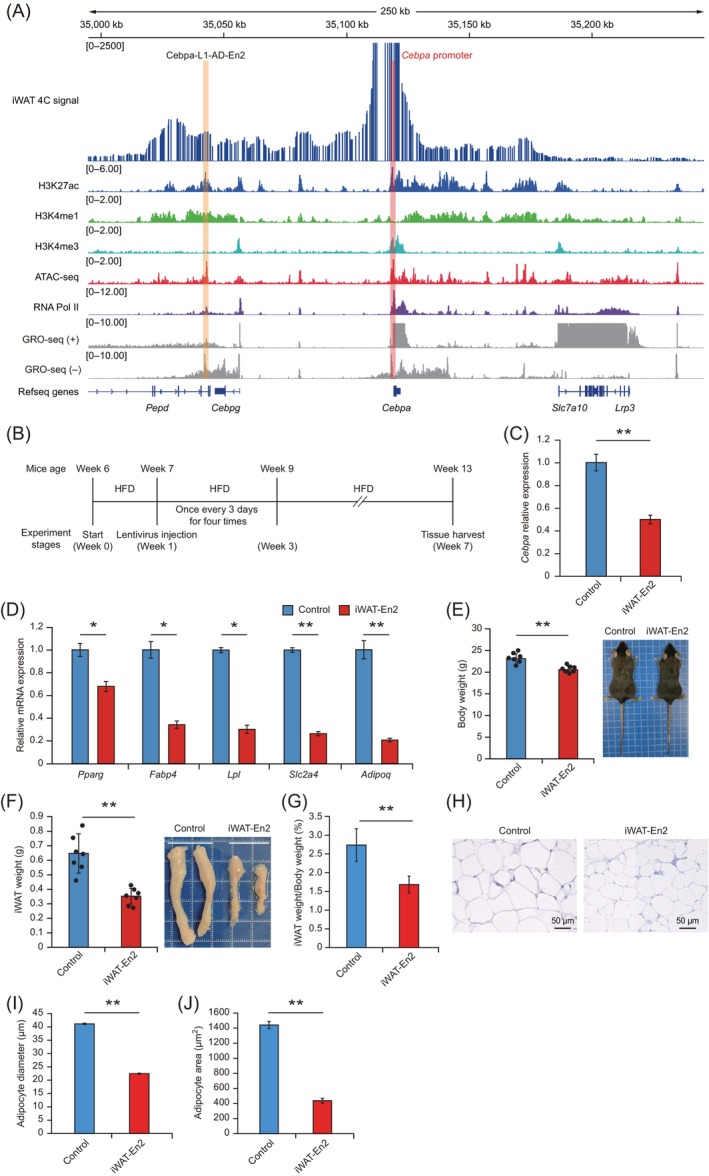
Regulation of adipocyte size and adipose tissue development by Cebpa‐L1‐AD‐En2. (A) Active enhancer Cebpa‐L1‐AD‐En2 interaction with the *Cebpa* promoter in mouse inguinal adipose tissue (iWAT). The upper track shows the circularized chromosome conformation capture coupled with next‐generation sequencing (4C‐seq) chromatin interaction profile of *Cebpa* in iWAT. Lower tracks show the chromatin immunoprecipitation sequencing profiles of H3K27ac, H3K4me1, H3K4me3, and RNA Pol II peaks, and the assay for transposase‐accessible chromatin using sequencing (ATAC‐seq) and global run‐on sequencing (GRO‐seq) profiles at *Cebpa* loci in iWAT. (B) Schematic of experimental design of lentiviral injection into iWAT. iWAT‐En2 group mice were injected dCas9‐KRAB‐En2 lentiviruses, and the control group mice were injected dCas9‐KRAB‐GFP lentiviruses. Control and iWAT‐En2 group mice were fed a high‐fat diet (HFD). (C) Quantitative real‐time PCR analysis of *Cebpa* expression in iWAT of En2 and control mice. Data expressed as mean ± standard deviation (SD; *n* = 7). (D) Relative expression of *Pparg*, *Fabp4*, *Lpl*, *Slc2a4*, and *Adipoq* in iWAT of iWAT‐En2 and control mice. Data expressed as mean ± SD (*n* = 7). Body weight (E), iWAT weight (F), and ratio of iWAT weight to body weight (G) of iWAT‐En2 and control mice. Data expressed as mean ± SD (*n* = 7 for each group). (H) Representative haematoxylin and eosin staining image of iWAT of iWAT‐En2 and control mice; scale bars, 50 μm. Quantitative analysis of adipocyte diameter (I) and area (J) in En2 and control mice (*n* = 7 groups of 700 adipocytes used to calculate adipocyte diameter and area). Data expressed as mean ± standard error of the mean (*n* = 7). The *p*‐values were calculated using Student's *t*‐test; *p < 0.05, **p < 0.01.

Next, we performed lentiviral injection of the iWAT outlined in Figure 7B. At 2 weeks post‐injection, immunofluorescence microscopy analysis revealed expression of GFP in inguinal cells of control mice (Figure S5B). *Cebpa* expression levels in iWAT from iWAT‐En2 group mice and control group mice were analysed by qRT‐PCR. Mice with repression of Cebpa‐L1‐AD‐En2 showed markedly decreased (*p* < 0.01) *Cebpa* expression in iWAT compared with that in control group mice at 13 weeks of age (Figure 7C). The expression levels of *Pparg*, *Fabp4*, *Lpl*, *Slc2a4*, and *Adipoq* in iWAT were significantly lower (*p* < 0.05) in iWAT‐En2 group mice than in control group mice at 13 weeks of age (Figure 7D). Following up on these results, we performed phenotypic analyses of iWAT between iWAT‐En2 group and control group mice. Compared with the control group mice, iWAT‐En2 group mice show significant decreases (*p* < 0.01) in body weight (Figure 7E), iWAT weight (Figure 7F), and the ratio of iWAT weight to body weight (Figure 7G). H&E staining indicated that the adipocytes in iWAT from dCas9‐KRAB‐En2 mice were smaller (diameter and area) than those from control mice (Figures 7H–J and S5C). These results suggested that the repression of Cebpa‐L1‐AD‐En2 reduces *Cebpa* expression and adipocyte size, and affects iWAT development.

To examine the effect of Cebpa‐L1‐AD‐En2 repression on adipose tissue development in the transcriptome, we conducted RNA‐seq analysis on the iWAT of iWAT‐En2 group mice and control group mice at 13 weeks of age. Hierarchical clustering showed a high correlation between biological replicates within the iWAT‐En2 and control groups (Figure 8A), while PCA analysis demonstrated a clear separation of samples into two clusters based on their grouping (Figure 8B), indicating distinct differences in transcriptomes between iWAT‐En2 and control groups. RNA‐seq analysis revealed a significant decrease in *Cebpa* expression (*p* < 0.01) in the iWAT of the iWAT‐En2 group compared with the control group (Figure 8C and Table S15). Adipogenesis‐related genes (*Pparg*, *Fabp4*, *Slc2a4*, *Adipoq*, *Lep*, *Lpl*, *Plin1*, and *Pnpla2*) were also significantly down‐regulated (*p* < 0.01) in the iWAT of iWAT‐En2 group (Figure S5D and Table S15). Additionally, we observed no significant alterations in *Pepd* expression between iWAT‐En2 and control groups (Figure S5D and Table S15). Differential expression analysis identified 5535 DEGs (*q*‐value ≤ 0.01 and |Log_2_(FoldChange)| ≥ 1), including 2167 down‐regulated and 3368 up‐regulated genes in the iWAT of iWAT‐En2 group mice (Figure 8D and Table S16). Functional enrichment analysis by Metascape showed that the developmental process, fatty acid metabolic process, regulation of lipolysis in adipocytes, fat cell differentiation, PPAR signalling pathway, and regulation of lipid metabolic process terms were significantly enriched in the control group (Figure 8E). GSEA revealed significant enrichment of positive regulation of triglyceride metabolic process, fatty acid transmembrane transport, lipid biosynthetic process, and PPAR signalling pathway in the control group (Figure 8F). These results indicated that repression of Cebpa‐L1‐AD‐En2 alters the transcriptome of adipose tissue, suppresses adipocyte differentiation and lipid synthesis pathways, and affects adipose tissue development. Overall, our findings demonstrated that Cebpa‐L1‐AD‐En2 is important for adipose tissue development.

**FIGURE 8:**
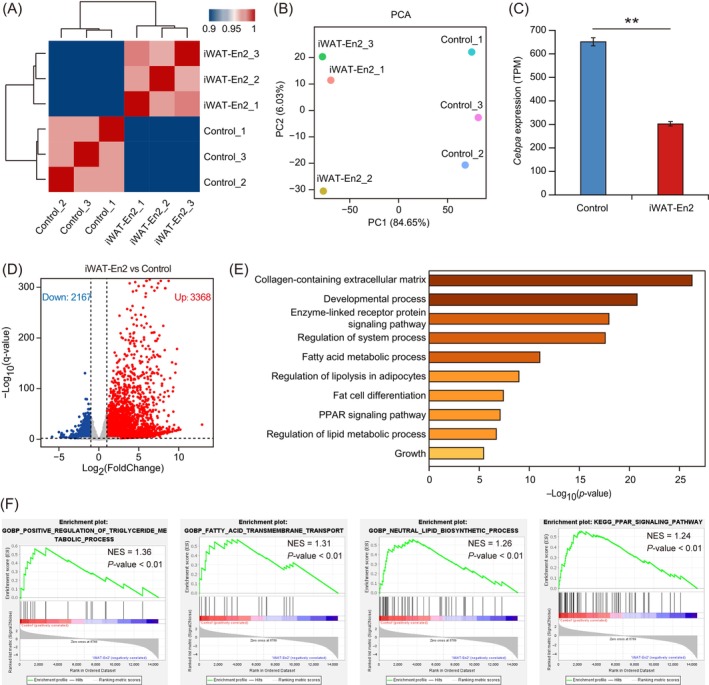
Effects of Cebpa‐L1‐AD‐En2 repression on the transcriptome of adipose tissue. (A) Heatmap showing hierarchical clustering of the Pearson's correlation scores (represented by colour) between the iWAT‐En2 group (*n* = 3) and control group (*n* = 3). (B) Principal component analysis (PCA) plot of normalized RNA‐seq data of iWAT‐En2 group and control group expressed as transcripts per million (TPM). Percentages shown on each axis represent the percentages of variation explained by the principal components. (C) Expression levels (TPM) of *Cebpa* in iWAT of iWAT‐En2 group and control group mice. Bars show the mean and standard deviation (*n* = 3); **p < 0.01. (D) Volcano plot showing differentially expressed genes (DEGs, *q*‐value ≤ 0.01 and |Log_2_(FoldChange)| ≥ 1) between the iWAT‐En2 group and control group. Blue and red dots indicate DEGs up‐regulated in the iWAT‐En2 and control groups, respectively. (E) Functional enrichment analyses of down‐regulated DEGs in iWAT‐En2 group by Metascape. The dot size represents the number of genes, and the colour bar represents the ‐Log_10_(*p*‐value). (F) Gene set enrichment analysis of all expressed genes. A positive value of the normalized enrichment score (NES) indicates enrichment in the control group, and a negative value indicates enrichment in the iWAT‐En2 group.

## 4 DISCUSSION

Adipocyte differentiation is regulated by a complex cascade of TFs. *Cebpa* is an important TF gene in adipocyte differentiation, playing a vital role in terminal adipocyte differentiation. Precise expression of *Cebpa* is critical for adipocyte differentiation. Although some studies showed that enhancers play an important role in adipocyte differentiation,^42^, ^114^ until now identification of the functional enhancers and mechanisms regulating *Cebpa* expression were largely unknown. In this study, we characterized the chromatin interactomes for *Cebpa* in 3T3‐L1‐PRE and 3T3‐L1‐AD. We identified five active enhancers of *Cebpa* in 3T3‐L1‐AD and further investigated the functions of one of these enhancers, Cebpa‐L1‐AD‐En2, in regulating *Cebpa* expression, adipocyte differentiation, and adipose tissue development.

Changes in gene expression are often accompanied by changes in chromatin interactions.^35^, ^115^ Using the 4C‐seq technique, we studied the genome‐wide chromatin interaction of *Cebpa* during adipogenic differentiation. Our findings revealed that differentiation was associated with more *trans*‐chromatin interactions than *cis*‐chromatin interactions, and an increase in *trans*‐chromatin interactions of *Cebpa*. Considering that *Cebpa* was highly expressed in 3T3‐L1‐AD compared with that in 3T3‐L1‐PRE, and that the regions in which they are located showed higher chromatin activity. We speculate that these active regions might interact with active regions of other chromosomes with a higher interaction frequency than those of low‐active chromatin regions in the genome. Through the integration analysis of 4C‐seq and epigenetic data, we found that 3T3‐L1‐AD had more SISs enriched with active chromatin marks than 3T3‐L1‐PRE, suggesting that more SISs are in an open chromatin state after differentiation, particularly the regions containing the five active enhancers. Histone modification of chromatin can affect gene expression by changing the accessibility of chromatin to TFs.^116^, ^117^ Open chromatin regions can more easily recruit TFs that mediate transcriptional activation of genes through specific DNA sequences. The chromatin of the five active enhancer regions was more open after differentiation, suggesting that they increase the ability to bind TFs and have the potential to regulate *Cebpa* expression. Previous studies have shown that chromatin interactions regulate gene expression by bringing distal regulatory elements in close spatial proximity to gene promoters.^118^, ^119^ Our results showed that four of the five active enhancers exhibited strengthened chromatin interaction after differentiation, especially Cebpa‐L1‐AD‐En2. These enhancers might have increased chromatin interactions with the *Cebpa* promoter in 3 T3‐L1‐AD, possibly activating expression of *Cebpa*. Our findings suggest that the chromatin state and chromatin interaction of these active enhancers are important properties affecting the expression of *Cebpa*.

We investigated the functions of the three enhancers with the highest luciferase reporter activities on *Cebpa* expression during 3T3‐L1 differentiation using an epigenetic modification–CRISPRi system. While repression of Cebpa‐L1‐AD‐En2 and ‐En3 significantly reduced the expression of *Cebpa*, indicating their importance as functional enhancers of *Cebpa*, repression of Cebpa‐L1‐AD‐En7 did not significantly change the expression of *Cebpa*. Reportedly, enhancer redundancy is a remarkably widespread feature of mammalian genomes, and the loss of function of a single enhancer does not necessarily significantly affect gene expression.^120^ Enhancer redundancy not only acts as a regulatory buffer, preventing deleterious phenotypic effects upon loss of an individual enhancer, but also ensures the robustness of gene expression and increases the complexity of gene expression patterns.^120^, ^121^, ^122^ Here, we found that the repression of Cebpa‐L1‐AD‐En7 did not significantly change the expression of *Cebpa*, raising the possibility that Cebpa‐L1‐AD‐En7 may be a redundant enhancer. Our RNA‐seq analysis of dCas9‐KRAB‐En2 and dCas9‐KRAB cells revealed that Cebpa‐L1‐AD‐En2 regulates not only the expression of *Cebpa* but also adipocyte differentiation by affecting the adipogenic differentiation pathway. These results demonstrate the critical role of Cebpa‐L1‐AD‐En2 in transcriptional regulation during adipogenic differentiation. Taken together, our findings suggest that it is possible to manipulate the fate of cell differentiation through the regulation of enhancers, and this may represent a feasible approach for the study of cell fate determination. The luciferase reporter assays revealed the different effects between different active enhancers. Furthermore, to identify enhancers with the strongest regulatory potential on *Cebpa* expression, functional studies were conducted only for the top three enhancers with the highest fluorescence activity, whereas the remaining two enhancers (Cebpa‐L1‐AD‐En1 and ‐En6) were not functionally investigated. Our study evaluated the effects of some active enhancers on *Cebpa* expression and did not fully characterize their respective functional roles. Therefore, it is difficult to fully elucidate the relationship between adipogenic differentiation and *Cebpa* enhancers. Studying the functional mechanisms of each active enhancer will contribute to understanding the coordinated expression of *Cebpa* in the nuclear genome and its comprehensive impact on adipogenic differentiation. Regarding this issue, more in‐depth research remains necessary in the future.

Chromatin loops are an essential feature of eukaryotic genomes and have been broadly accepted as a means for enhancer–promoter communication.^33^, ^123^ Chromatin loop formation via loop extrusion has been widely studied in eukaryotic genomes.^124^, ^125^, ^126^ Chromatin loops can mediate the functional interaction between enhancers and promoters as well as regulate gene expression. Studies have found that a variety of types of chromatin loops mediate enhancer–promoter interactions, such as cohesin‐mediated chromatin loops,^127^, ^128^ CTCF‐mediated chromatin loops,^129^, ^130^ and TFs mediated chromatin loops.^131^, ^132^ In our study, peaks for the SMC1A subunit of cohesin and MED1 were markedly enriched in the functional enhancer Cebpa‐L1‐AD‐En2 and *Cebpa* promoter region, suggesting that cohesin mediates interaction of Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter. The siRNA and 3C‐qPCR experiments further demonstrated that the depletion of cohesin reduced the chromatin interaction between Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter and *Cebpa* expression. These findings indicated that a cohesin‐mediated chromatin loop regulates the functional interaction between Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter. We also found enrichment of a large number of RNA Pol II signals in the Cebpa‐L1‐AD‐En2 region through GRO‐seq and ChIP‐seq data (Figures 2A and 7A). A previous study reported that active enhancers can recruit RNA Pol II and express eRNAs, a new class of non‐coding RNAs that regulate gene expression in a variety of important ways and are correlated with enhancer activity.^133^ For example, eRNAs can establish chromatin accessibility,^134^ stabilize enhancer–promoter looping,^135^, ^136^ regulate the chromatin landscape,^137^ and interact with TFs and chromatin readers.^138^, ^139^, ^140^ Our findings hint that Cebpa‐L1‐AD‐En2 region could be transcribed as an eRNA. Whether the Cebpa‐L1‐AD‐En2 region produces an eRNA and how it might regulate *Cebpa* expression will require further research.

## 5 CONCLUSION

In summary, we have characterized chromatin interactions of *Cebpa* during adipogenic differentiation, identified functional enhancers that regulate *Cebpa* expression, and investigated the role of Cebpa‐L1‐AD‐En2 in regulating adipocyte differentiation and adipose tissue development. Our findings provide insights into the molecular mechanisms of adipocyte differentiation and adipogenesis.

## AUTHOR CONTRIBUTIONS

Mingzhou Li, Keren Long, and Liangpeng Ge conceived and designed the experiments. Xiaokai Li, Sha Zeng, Li Chen, Yu Zhang, Xuemin Li, Biwei Zhang, Duo Su, Qinjiao Du, and Zhining Zhong performed the experiments. Xiaokai Li, Sha Zeng, Jinwei Zhang, Penghao Li, and Anan Jiang involved in data collection and analysis. Xiaokai Li, Sha Zeng, Li Chen, Yu Zhang, Jiaman Zhang, and Haoming Wang conducted high‐throughput data analysis. Xiaokai Li, Sha Zeng, Li Chen, and Yu Zhang drafted the manuscript. Jinwei Zhang, Penghao Li, Anan Jiang, Keren Long, Mingzhou Li and Liangpeng Ge reviewed and edited the article. All authors have read and approved the final article.

## FUNDING INFORMATION

This work was supported by the National Key R & D Program of China (2020YFA0509500 to Mingzhou Li and 2021YFD1301100 to Li Chen), the National Natural Science Foundation of China (U19A2036 and 32225046 to Mingzhou Li, 32102512 to Keren Long, and 32072687 to Liangpeng Ge), the Sichuan Science and Technology Program (2021ZDZX0008, 2022NSFSC0056, and 2022ZHXC0072 to Keren Long, 2021YFYZ0009 to Mingzhou Li), the Major Science and Technology Projects of Tibet Autonomous Region (XZ202101ZD0005N to Mingzhou Li).

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## Supporting information

**FIGURE S1.** (A) Viewpoint selection and primer design at the *Cebpa* promoter region (−2200 to +500 bp of the transcription start site) for the 4C‐seq experiment. (B) Representative images of 3T3‐L1 preadipocytes (3T3‐L1‐PRE), 3T3‐L1 adipocytes (3T3‐L1‐AD, differentiation for 7 days), and Oil red O staining of 3T3‐L1‐AD. (C) Quantitative real‐time PCR analysis of *Cebpa*, *Pparg*, *Srebf1*, *Adipoq*, *Fabp4*, and *Slc2a4* in 3T3‐L1‐PRE and 3T3‐L1‐AD. Data expressed as mean ± standard deviation (*n* = 3); *p < 0.05, ***p < 0.001. (D) Bar plots showing the percentage of mapped reads in *cis‐*chromosome and *trans*‐chromosome of each 4C data (left). Bar plots showing the percentage of all unique fragment ends at least one mapped read within ±100 kb of the viewpoint (right). (E) Density plot showing the |Log_2_(FoldChange)| distribution for up‐regulated *cis*‐DISs in 3T3‐L1‐AD and 3T3‐L1‐PRE; vertical red‐ and black‐dashed lines indicate the mean values of |Log_2_(FoldChange)| in 3T3‐L1‐AD and 3T3‐L1‐PRE, respectively.

**FIGURE S2.** (A) Manual selection of putative active enhancers of *Cebpa* in 3T3‐L1 preadipocytes (3T3‐L1‐PRE). Integrative Genomics Viewer (IGV) screenshot showing putative active enhancers of *Cebpa* in 3T3‐L1‐PRE. The upper track shows circularized chromosome conformation capture coupled with next‐generation sequencing (4C‐seq) interaction profiles of *Cebpa* in 3T3‐L1‐PRE; 4C signals of replicates are merged. Lower tracks show chromatin immunoprecipitation sequencing (ChIP‐seq) profiles of marks H3K27ac, H3K4me1, H3K4me3, BRD4, p300 and RNA Pol II, and DNAse I hypersensitivity sequencing (DHS‐seq) profiles at *Cebpa* loci in 3T3‐L1‐PRE. The red‐dotted line represents the viewpoint of *Cebpa*. The orange column represents the putative active enhancers. (B) Luciferase reporter assays of the 3T3‐L1 adipocyte‐active enhancers of *Cebpa* in 3T3‐L1 preadipocytes. Luciferase activity was detected 2 days after transfection with the pGL3‐promoter (control) or a pGL3–promoter–enhancer vector. Firefly luciferase signals were normalized with Renilla luciferase signals. Data expressed as mean ± standard deviation of three independent experiments, and *p*‐values were calculated using Student's *t*‐test; *p < 0.05. (C) Chromatin interactions and histone modification (H3K27ac and H3K4me1) of active enhancer regions in 3T3‐L1‐AD and 3T3‐L1‐PRE. The red horizontal lines represent active enhancer regions of 3T3‐L1‐AD. (D) Sequence conservation analysis of Cebpa‐L1‐AD‐En2, ‐En3, ‐En6 and ‐En7 in selected species. UCSC genome browser (http://genome-asia.ucsc.edu/; GRCm38/mm10) was used to assess the sequence conservation. Horizontal red bars indicate conserved elements in 60 vertebrates. Element conservation was measured as logarithm of the odds (LOD) scores of phastCons program elements.

**FIGURE S3.** (A) Proliferating 3T3‐L1 cells expressing dCas9‐KRAB, dCas9‐KRAB‐En2‐sgRNAs, dCas9‐KRAB‐En3‐sgRNAs, or dCas9‐KRAB‐En7‐sgRNAs after 7 days of puromycin selection. (B) Amplification curve of *dCas9* and *β‐actin* (left) and melt curve of *dCas9* and *β‐actin* (right) in dCas9‐KRAB and dCas9‐KRAB‐sgRNAs cells. (C) Gene set enrichment analysis of all expressed genes in dCas9‐KRAB and dCas9‐KRAB‐En2 cells. A positive value of the normalized enrichment score (NES) indicates enrichment in dCas9‐KRAB cells, and a negative value indicates enrichment in dCas9‐KRAB‐En2 cells. (D) Integrative Genomics Viewer screenshot showing *Pepd* expression in 3T3‐L1‐PRE and 3 T3‐L1‐AD by RNA‐seq analysis. The orange column represents the Cebpa‐L1‐AD‐En2 region, and Cebpa‐L1‐AD‐En2 is located in intron 13 of *Pepd*. (E) Amplification curve of *Pepd* and *β‐actin* (left) and melt curve of *Pepd* and *β‐actin* (right) in 3T3‐L1‐PRE and 3T3‐L1‐AD. (F) Relative expression of *Pepd* and *Cebpa* in 3 T3‐L1‐PRE and 3T3‐L1‐AD transfected with either control or *Pepd* siRNA by quantitative real‐time PCR analysis (qRT‐PCR). (G) qRT‐PCR analysis of *Fabp4*, *Lpl*, *Adipoq*, and *Slc2a4* in 3T3‐L1‐AD transfected with either control or *Pepd* siRNA. Data are expressed as mean ± standard deviation (*n* = 3). The *p*‐values were calculated using Student's *t‐*test; *p < 0.05.

**FIGURE S4.** (A) Cebpa‐L1‐AD‐En2 and *Cebpa* are located in the same interaction domain. Alignment of high‐throughput chromosome conformation capture (Hi‐C) data and ChIP‐seq data of CTCF from 3T3‐L1‐AD at the *Cebpa* locus. Upper panel: Hi‐C heatmap showing that Cebpa‐L1‐AD‐En2 and the *Cebpa* promoter are organized in an interaction domain. Lower panel showing ChIP‐seq data of CTCF. The orange column represents the Cebpa‐L1‐AD‐En2, the red column represents the *Cebpa* promoter, and the green column represents the boundaries of the interaction domain. CTCF‐motif position and orientation are indicated by arrows (red arrow: forward core motif, black arrow: reverse core motif). (B) The schematic showing the Hind*III* digestion site and quantitative analysis of chromosome conformation capture (3C‐qPCR) primer location of the *Ercc3* locus. The triangle represents the 3C‐qPCR primer, and the arrow direction represents the primer direction.

**FIGURE S5.** (A) The preliminary experiment of lentiviral local delivery iWAT. The abdomen image after injection of trypan blue into iWAT and skin dissection. The red arrow indicates iWAT. Anterior (towards the head) and posterior (towards the tail). (B) Immunohistological staining assessed the GFP expression of iWAT in control group mice at 9 weeks of age. Paraffin‐fixed WATi sections (5 μm) were stained with GFP antibody (green) and DAPI (blue). Scale bar, 50 μm. (C) Representative haematoxylin and eosin staining image of iWAT of iWAT‐En2 mice and control mice. Scale bars, 100 μm. (D) Heatmap showing the expression levels of genes (*z*‐scores) in iWAT of the iWAT‐En2 and control groups. Genes were subjected to hierarchical clustering.

**TABLE S1.** The primer for qRT‐PCR.

**TABLE S2.** The primer for 4C‐seq library construction.

**TABLE S3.** The detailed information of ChIP‐seq, DHS‐seq, ATAC‐seq, and GRO‐seq data.

**TABLE S4.** The PCR primers of constructed vectors.

**TABLE S5.** CRISPRi single guide RNA (sgRNA) for targeting active enhancers of Cebpa.

**TABLE S6.** Sequences of siRNAs.

**TABLE S7.** The primer for 3C‐qPCR.

**TABLE S8.** The quality metrics of 4C‐seq data.

**TABLE S9.** Genome‐wide chromatin interaction sites of 4C data identified by r3Cseq.

**TABLE S10.** Chromatin interaction sites between replicates identified by r3Cseq.

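Each row of Table S10 is a 2-kb window listed by r3Cseq in both replicates of a state. All 1710 and 691 windows were found again in the deposited files. The reads in the table equal the mean of the replicates in every window. The p-values match those of Fisher's method applied to the deposited p-values to within 0.01 on the log10 scale, in every window.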

**TABLE S11.** Differential analysis of interaction sites between 3T3‐L1‐AD and 3T3‐L1‐PRE.

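Table S11 gives for each window a mean of the normalized reads, a log2 fold change with its standard error, and a q-value. The copy used here holds 1998 sites and leaves out 466, so the whole table has 2464, as many as there are windows with over 10 reads in at least 2 of the libraries. With the deposited reads ordered as 3T3-L1-AD replicates 1 and 2 and then 3T3-L1-PRE replicates 1 and 2, and a factor fitted for each library, the mean was met to within 0.01% at all 1559 sites with no gap, that is, with no unlisted library between listed ones. At the 439 sites with a gap, the mean was met at none with each library's reads under its own factor, and at all 439 with the reads of the later libraries under the factors of the earlier ones, so that the gap closes. At 294 sites this puts reads of a 3T3-L1-PRE library under the factor of 3T3-L1-AD replicate 2. Of these sites, 265 are up-regulated DISs in the table.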

**TABLE S12.** Significant interaction sites overlapping epigenetic features in 3T3‐L1‐PRE and 3T3‐L1‐AD.

**TABLE S13.** Differentially expressed genes between dCas9‐KRAB‐En2 cells and dCas9‐KRAB cells.

**TABLE S14.** Mass spectrometry of Cebpa‐L1‐AD‐En2 pulldown proteins.

**TABLE S15.** Gene expression values (TPM) of inguinal white adipose tissue from control and iWAT‐En2 group mice.

**TABLE S16.** Differentially expressed genes between the inguinal white adipose tissue of control and iWAT‐En2 mice.

## Data Availability

All the sequencing data obtained in this study have been deposited into the NCBI Gene Expression Omnibus (GEO) database under the following accession numbers: 4C‐seq data, GSE222688; mRNA‐seq data, GSE222689 and GSE229849; (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE222690, secure token: elsfeecylfwhnyr; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229849, secure token: chmlaaewdzsfjoz). The publically available data used in this study were downloaded from the EBI ENA database (https://www.ebi.ac.uk/ena/browser/home), and the detailed information of public data sets used in this study is listed in the Table S3.

How the deposited data were processed for this re-analysis (not part of the article)

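4C-seq was analysed in 2 libraries of 3T3-L1-PRE and 2 libraries of 3T3-L1-AD, with the Cebpa promoter as the viewpoint. The other data types of the paper, and 4C-seq of other tissues, were not analysed here. Libraries were grouped by the state given in their titles.

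The authors demultiplexed the reads by the reading primer, trimmed the primer, mapped the reads to mm10 with bowtie2 in the pipe4C pipeline and discarded fragment ends that are not unique. The deposited read count of each 2000-bp window was made by the authors with r3Cseq and is not normalized. The deposited signal named RPMs was normalized by the authors with r3Cseq, and its values were found to equal a constant times the read count raised to a power, with both fixed per library. The deposited p-value and q-value of each window were computed by the authors with r3Cseq for each library alone. Only windows with RPMs above 1 are listed. The reference build used for positions and genes is the one the authors mapped to.

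The reads in the listed windows were between 6535263 and 16888137 per library. A window that a library does not list was counted as 0 reads. Intervals are Wilson intervals at a confidence level of 95%, and cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

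Reliable interaction sites were windows listed in both replicates of a state. Correlations between libraries were taken over 1-Mb bins of chromosome 7. SISs were reliable sites with a q-value of at most 0.05 after Fisher's method over the replicates and Benjamini-Hochberg adjustment. DISs were tested at the 1998 reliable sites of either state with edgeR's quasi-likelihood test, TMM normalization and a threshold of 0.01 on the FDR. Where 3T3-L1-AD had 3 reads or fewer in both libraries, folds were computed against 3 reads and given as bounds. Where neither 3T3-L1-PRE library lists a window, they were computed against 12 and 10 reads, the most that such a window can hold. Reads at enhancers were taken in the window with the largest part of each enhancer and scaled to 1000000 cis reads without the window with the most reads. Marks at SISs were taken from Table S12. Groups of 2 libraries allow no exact two-sided permutation p under 0.333.

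The windows named in the text were those of the enhancers of Table S4, the 2 DISs with the smallest p in each direction in cis and in trans, SISs found in a single state where there were 5 or fewer, the window with the largest fold change in Table S11, and the window with the most reads in each library. The rule was set before the data were examined. The 5 trans windows reliable in both states, the block of chromosome 10, and the sites given as examples of reads beside their FDR, were picked after their values were seen.

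The edgeR test was tested on simulated counts at 1998 sites, of which 200 were changed. At a dispersion of 0.1 it recovered 88% of these with 0.565% false calls. At the dispersion of the data, 1.93, it made 0 calls, and DESeq2 made 16, of which 68.8% were false. The simulated changes were smaller than the mean folds fitted at the DISs, and no site was set to be unlisted in a state.

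The alternatives tried were other minimums of reads, the same number of windows or of reads per library, other normalizations, DESeq2 with and without ashr shrinkage, other tested windows, other thresholds and prior counts, a replicate block, other scalings and windows at the enhancers, and each library left out in turn. A common minimum of 13 reads with and without thinning of the reads, folds against the most reads that an unlisted window can hold, further alternatives for the difference of mean fold changes, and DESeq2 on the windows of Table S11 with the reads arranged in 2 ways, were chosen after the data were seen.

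The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and ashr 2.2.63.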

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

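The tests of the explanations below were chosen after the result was seen. The paper does not report on a block of chromosome 10 in which trans windows were frequent in all 4 libraries. The 1-Mb bin that begins at 117 Mb held 209 trans windows summed over the libraries, with 36 and 110 in the 3T3-L1-PRE replicates and 21 and 42 in the 3T3-L1-AD replicates. The next highest bin, on chromosome 19, held 33, and the median over the 2371 trans bins with a window was 7. Most of these windows lay between 117350001 and 117800000, with 43.3 windows per 100 kb there and 2.75 in the flanks of 200 kb. The block was picked from these data, so the contrast with the flanks overstates its strength. It overlaps Cpsf6, Cpm, Mdm2, Slc35e3 and Nup107.

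Reads that pile up at a few repeated sequences would list few distinct windows, but 133 of the 225 windows of the block were listed in at least 1 library, which argues against this. More copies of the block in the 3T3-L1 genome may explain the pattern. Its share of trans windows would then be similar in both states, and it was 1.09% in 3T3-L1-PRE and 0.935% in 3T3-L1-AD (two-sided Fisher's exact test, p = 0.360). The same similarity would be seen if the block were in contact with Cebpa in both states, so this test does not separate copy number from contact. No genome sequence of the cell line was analysed here, and a translocation or an integration next to the viewpoint was not tested.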

How the results depend on the processing

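Of the 314 values that 28 results took under alternatives, 171 stayed within the spread or the limit set for them, 127 moved and 16 reversed. Some of the 171 could not change, such as the sites of a state when a library of the other state was left out. The 171 are therefore no measure of robustness. Except where stated, the alternatives were set before the data were examined, and the cause of a change was not tested. Of those that moved, 97 are not all named one by one, of which 45 were higher and 52 lower.

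The replicate correlation in 3T3-L1-PRE was 0.925 over all bins and 0.834 for reads per bin. In 3T3-L1-AD it was 0.606 as Spearman's rho, 0.645 without the 2 bins with the most sites and 0.325 for reads per bin.

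Reliable sites in 3T3-L1-AD fell to 320 with at least 100 reads, since fewer windows pass a higher minimum. They fell to 436 with at least 13 reads and to 422 with at least 13 reads after thinning to the same reads per library, both chosen after seeing the data. Those in 3T3-L1-PRE fell to 653 with the same number of windows per library, which leaves fewer windows. With a single replicate in place of both, a state's sites are all its listed windows. Across the fits that each left out a library, reliable sites ranged from 1710 to 19095 in 3T3-L1-PRE and from 691 to 6618 in 3T3-L1-AD. They numbered 19095 without 3T3-L1-PRE replicate 1, 6470 without 3T3-L1-PRE replicate 2, 6618 without 3T3-L1-AD replicate 1 and 2780 without 3T3-L1-AD replicate 2. Shared sites ranged from 413 to 744, with 744 without 3T3-L1-AD replicate 1. The cis share of the reliable sites ranged from 49.6% to 93.2% in 3T3-L1-PRE and from 30.9% to 65.0% in 3T3-L1-AD.

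SISs ranged from 22 to 57 in 3T3-L1-PRE and from 20 to 76 in 3T3-L1-AD across the fits that each left out a library, with 22 without 3T3-L1-PRE replicate 2 and 76 without 3T3-L1-AD replicate 1. Shared SISs ranged from 7 to 19, with 7 without 3T3-L1-AD replicate 2. A deposited q-value of at most 0.05 in both replicates left 17 and 7 SISs, and in either replicate 99 in 3T3-L1-AD. The difference in the share of SISs with a mark was 36.8 percentage points among the shared SISs (exact McNemar test, p = 0.0156).

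In the deposited RPMs, the log2 ratios were -0.43 at Cebpa-L1-AD-En2, -1.20 at En3, -0.53 at En4, -0.79 at En5, -0.27 at En6 and -0.63 at En7, all reversed. As the RPMs raise the reads to a lower power in 3T3-L1-AD, their construction shows part of the cause. At En2 the ratio was 0.82 with all reads and 0.58 with the reads within 200 kb, and at En3 it reversed to -0.39 with the latter. At En6 and En7 the reads within 200 kb gave 0.13 and 0.08. At En1 the mean of the window and its neighbours reversed to 0.75, since these include the window of En2.

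DISs numbered 1378 with DESeq2, 129 with RLE normalization, 460 with library totals and 1163 at an FDR of 0.05. With every window with reads in at least 2 libraries there were 0, with 188 at an unadjusted p of at most 0.05. With a common minimum of 13 reads, chosen after seeing the data, there were 0, with 1221 at an unadjusted p of at most 0.05. On the windows of Table S11, chosen after seeing the data, DESeq2 gave 1246, and 1544 with gaps closed. Replicate numbers share only a number across the states, and with them as a block there were 8 DISs, 5 of them among the 274.

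The mean |log2 fold change| of up-regulated minus down-regulated trans-DISs was -0.46 in the edgeR fit to all libraries. It ranged from -0.26 to 2.10 with each library left out in turn. The latter values were ratios of mean scaled reads on the same DISs, not edgeR fits. A change of sign can therefore not be put down to the left-out library alone. The difference was 2.10 without 3T3-L1-PRE replicate 1, 0.99 without 3T3-L1-AD replicate 1 and 0.20 without 3T3-L1-PRE replicate 2. With alternatives applied to it after seeing the data, it reversed to 0.58 at windows with at least 100 reads in at least 2 libraries and to 0.79 against a floor of 3 reads. Unlisted windows of 3T3-L1-PRE can hold more than 3 reads, and against the most that they can hold it was -1.08. On the windows of Table S11 it changed sign to 0.41 with the reads in their own columns (0.40 with ashr shrinkage), and it was 1.58 with gaps closed (1.46 with ashr shrinkage). For cis-DISs the difference, -3.46 with edgeR, reversed to 1.46 with gaps closed and to 1.28 with ashr shrinkage. It stayed negative under the other alternatives that gave a value. Alternatives with 0 DISs in a direction gave no mean.

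The reads that a window needs to be listed differ between the libraries. In 3T3-L1-AD replicate 2, 50.6% of windows had 12 reads or fewer, which a 3T3-L1-PRE replicate 1 window needs to exceed to be listed.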

Differences from the paper's values

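The paper's Table S8 gives 16.1 and 24.6 reads mapped to fragment ends in 3T3-L1-AD replicates 1 and 2, in units of 1000000 reads. The deposited windows held 6.54 and 10.2 in the same units. Without the fragment end with the most reads, the counts of Table S8 are 6.17 and 9.66, within 1.5 times of these. No alternative set before the data were examined bears on this.

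The paper's number of DISs is 1544 and its share of the sites is 77.28%, against 274 and 13.7% here. The 274 leave out some sites with more reads in a single state than many of them hold. The paper's share divides by the 1998 reliable sites, while Table S11 tests 2464 windows, of which 1544 are 62.7%. Of its 422 up-regulated DISs, 148 are reliable sites. Of the alternatives set before the data were examined, DESeq2 (1378 DISs, 69.0%) and an FDR of 0.05 (1163 DISs, 58.2%) came within 1.5 times of both of the paper's values. RLE normalization, library totals, cis library size, windows in at least 2 libraries, at least 100 reads, merged windows and the replicate block did not.

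For down-regulated DISs the paper's number is 1122 against 130, for cis-DISs the paper's is 1256 against 125, and for trans-DISs the paper's is 288 against 149. The same alternatives, DESeq2 (1130, 1078 and 300) and an FDR of 0.05 (926, 864 and 299), closed these gaps, and the others did not. For up-regulated DISs the paper's number is 422 against 144, and none of the alternatives set before the data were examined closed this gap, with 248 from DESeq2 as the nearest.

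The paper's mean |log2 fold change| is 10.55 for up-regulated DISs and 9.13 for down-regulated DISs, against 7.73 and 8.59 here. For the former, none of the alternatives set before the data were examined closed the gap. For the latter, DESeq2 with ashr shrinkage (9.02), which the paper's methods name, closed it, and the others did not.

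A pair of arrangements of the windows of Table S11 were chosen after seeing the values. DESeq2 on windows with over 10 reads in 2 libraries, with each library's reads in its own column, gave 1246 DISs, with 158 up-regulated, 1088 down-regulated, 1035 cis and 211 trans. This closed the gap in the number of DISs and of down-regulated, cis- and trans-DISs, and not in the share of sites (50.6%), the up-regulated DISs or the means. With gaps closed, also chosen after seeing the values, an unlisted library between listed ones takes the reads of a later library. DESeq2 then gave 1544 DISs with 422 up-regulated, 1122 down-regulated, 1256 cis and 288 trans, and ashr means of 10.55 and 9.13. These equal the paper's values.

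At Cebpa-L1-AD-En1, the paper's ratio of 3T3-L1-AD to 3T3-L1-PRE was about 1.4 in Fig. 2C, read by eye, against 0.364 here. The measures are not alike. The paper took its values from genome browser tracks, and its methods describe coverage averaged over consecutive fragment ends. The value here is that of a single window without averaging. Of the alternatives set before the data were examined, the mean of the window and its neighbours (1.68) closed the gap, and the other scalings and windows did not.

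The paper states that up-regulated DISs had larger fold changes than down-regulated ones, also for trans- and cis-DISs taken apart. In edgeR's fit to the 4 libraries the means were smaller for up-regulated DISs in each case, 7.98 against 8.44 in trans and 5.16 against 8.62 in cis. In trans the up-regulated DISs had the larger mean at windows with at least 100 reads in at least 2 libraries (12.18 against 11.60). They also did with DESeq2 on the windows of Table S11, with the reads in their own columns (10.61 against 10.21) or with gaps closed (11.62 against 10.04). The same held against a floor of 3 reads (3.91 against 3.12), which is no bound for them. It also held without either 3T3-L1-PRE library or 3T3-L1-AD replicate 1, in ratios of scaled reads and not in edgeR fits. The paper states that interaction rose at the active enhancers other than Cebpa-L1-AD-En3. Here the log2 ratio at Cebpa-L1-AD-En1 was -1.46 in its single window. It was 0.75 for the mean of that window and its neighbours, which include the window of Cebpa-L1-AD-En2.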

Other observations

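The tests on the normalization at Cebpa-L1-AD-En2, on fewer reads, on Table S11, on carry-over from 3T3-L1-AD replicate 2, on carry-over from 3T3-L1-PRE replicate 2 and on carry-over from a library not analysed here were chosen after the results were seen. The others were set before their values were seen, although the common minimum of 13 reads was chosen after the data were seen. No biological explanation was tested beyond the states, and differentiation stays open for each difference between them.

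3T3-L1-AD had more reliable trans sites than 3T3-L1-PRE. A lower limit of reads in the 3T3-L1-AD files may account for this, as the ratio of 3T3-L1-AD to 3T3-L1-PRE was 1.01 at a common minimum of 13 reads. With the same number of windows per library, where the limit of reads still differs between the libraries, there were 3 trans sites in 3T3-L1-PRE and 170 in 3T3-L1-AD. Chance overlap of the replicates is argued against, since the 3T3-L1-AD replicates shared 37.8 times as many trans windows as independent draws would give. Carry-over from 3T3-L1-AD replicate 1 into replicate 2 is argued against, as 2.27% of its trans windows with 1000 reads or more were found there, against 20.9% of those with under 100 reads. Carry-over from replicate 2 into replicate 1 cannot be told apart from real contacts, as the share of replicate 2 trans windows found in replicate 1 rose from 4.18% at under 100 reads to 9.22% at 100 to under 500 and 21.4% at 500 to under 1000, and was 5.89% at 1000 reads or more. At 53.3% of the shared trans sites both libraries had under 100 reads. Whether these came from a library not analysed here cannot be told apart from real contacts, as no such library was at hand.

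In 3T3-L1-AD replicate 2, many windows with few reads were also listed in 3T3-L1-PRE replicate 2. A candidate explanation is carry-over of reads between these libraries. Of the 3T3-L1-PRE replicate 2 trans windows with 1000 reads or more, 37.4% were listed in 3T3-L1-AD replicate 2, against 1.78% of those with under 100 reads. The listed windows had a median of 2 reads in 3T3-L1-AD replicate 2, the fewest that it lists. The median count was 0.174% of that in 3T3-L1-PRE replicate 2 (quartiles 0.143% and 0.226%) at the 246 of them with 12 reads or fewer. The limit of reads and this selection largely set that value, so it gives no rate of carry-over. Contacts present in every library are argued against, as 0.297% were listed in 3T3-L1-AD replicate 1. The step at which such reads would have passed over was not tested. Of the reliable cis sites of 3T3-L1-AD, 114 had 12 reads or fewer in replicate 2. Of these, 109 (95.6%) were listed in 3T3-L1-PRE replicate 2, so their place among the 691 reliable sites may rest on carry-over. Contacts present in both states would also be listed in both, so this does not separate carry-over from contact. With at least 13 reads in both replicates, sites shared by the states fell from 403 to 308.

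3T3-L1-PRE had more reliable sites than 3T3-L1-AD. The smaller number of listed windows in 3T3-L1-AD may account for much of this, as the ratio was 1.31 with the same number of windows per library. Fewer reads are argued against, as the ratio was 3.71 after thinning to the same reads with at least 13 reads in both replicates, a minimum that holds for all 4 libraries.

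Of the DISs, 98.2% had no listed reads in either library of the other state, so windows not listed in a state make up most of them. Such windows can hold up to 12 and 10 reads in 3T3-L1-PRE, and at 14 of the up-regulated DISs the fold against these reads had a bound of no change. At a common minimum of 13 reads, chosen after the data were seen, there were 0 DISs, with 1221 sites at an unadjusted p of at most 0.05. What share of this the differing limits of reads account for was not tested. That such windows become DISs under any grouping is argued against for edgeR, as the groupings with 1 library of each state per group gave at most 1.71% DISs, against 13.7% for the states. With DESeq2 these groupings gave 8.18% and 26.6%, against 69.0% for the states.

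Interaction at Cebpa-L1-AD-En2 was higher in 3T3-L1-AD. That the direction comes from the normalization of reads is argued against, as the log2 ratio was positive in the 6 scalings of reads by a factor per library that were tried, from 0.58 with the reads within 200 kb to 1.42 with edgeR. Its size differed between them. It was -0.43 in the deposited RPMs, which raise the reads to a lower power in 3T3-L1-AD and were lower there at all 7 candidates, so they do not bear on the direction.

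Table S11 holds more up-regulated DISs than the deposited reads give. A candidate explanation is that, where an unlisted library lies between listed ones, later reads were entered under an earlier library, so that the gap closes. The order would be 3T3-L1-AD replicates 1 and 2, then 3T3-L1-PRE replicates 1 and 2. With such gaps closed, the means in the table were met within 0.01% at 100% of the 439 sites with a gap, and at 0% with the reads under their own library. That reads other than the deposited ones were tested is argued against, as the deposited reads met the mean at 100% of the 1559 sites with no gap. The windows and the tool alone are argued against, as DESeq2 gave 158 up-regulated DISs on the windows of Table S11 with the reads under their own libraries, against 422 in the table. Of the 422, 265 have 3T3-L1-PRE reads under 3T3-L1-AD once gaps are closed, and 3 of these 265 are reliable sites. At 71 of them the 3T3-L1-PRE library had more reads than the 3T3-L1-AD library. The window with the largest fold change in the table, from 42526001 on chromosome 18, had a log2 fold change of 17.38 with the gap closed and 5.80 (DESeq2 adjusted p = 0.318) with the reads under their own libraries. The copy of the table used here lacks 466 of its 2464 sites, and whether the authors' tables were joined in this way was not seen directly.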
